# Spatial transcriptomic analysis of the mouse brain following chronic social defeat stress

**DOI:** 10.1002/EXP.20220133

**Published:** 2023-10-13

**Authors:** Ting Wang, Zhihong Song, Xin Zhao, Yan Wu, Liying Wu, Abbas Haghparast, Haitao Wu

**Keywords:** chronic social defeat stress, depression, gene expression, spatial transcriptomics

## Abstract

Depression is a highly prevalent and disabling mental disorder, involving numerous genetic changes that are associated with abnormal functions in multiple regions of the brain. However, there is little transcriptomic‐wide characterization of chronic social defeat stress (CSDS) to comprehensively compare the transcriptional changes in multiple brain regions. Spatial transcriptomics (ST) was used to reveal the spatial difference of gene expression in the control, resilient (RES) and susceptible (SUS) mouse brains, and annotated eight anatomical brain regions and six cell types. The gene expression profiles uncovered that CSDS leads to gene synchrony changes in different brain regions. Then it was identified that inhibitory neurons and synaptic functions in multiple regions were primarily affected by CSDS. The brain regions Hippocampus (HIP), Isocortex, and Amygdala (AMY) present more pronounced transcriptional changes in genes associated with depressive psychiatric disorders than other regions. Signalling communication between these three brain regions may play a critical role in susceptibility to CSDS. Taken together, this study provides important new insights into CSDS susceptibility at the ST level, which offers a new approach for understanding and treating depression.

## 1 INTRODUCTION

Mental disorders pose huge economic challenges to the whole society. Promoting mental health and well‐being has been incorporated into the United Nations 2015–30 sustainable development goals.^[^ ^1^ ^]^ Among them, depression is a highly common and disabling mental disorder, which not only causes a lot of human suffering and health loss, but also affects economic output. Additionally, the global pandemic of COVID‐19 has brought complex social impacts and led to a significant increase in mental illness.^[^ ^2^ ^]^ Stress is the main cause of depression and other emotional disorders. Individuals have different responses to stress, and only some people will have depressive symptoms. The chronic social defeat stress (CSDS) mouse model is a behaviourally effective rodent model, which shows a long‐term physiological and behavioural phenotype similar to depression and anxiety.^[^ ^3^, ^4^ ^]^ It can mimic the individual differences in human stress responses and is closest to the pressure of human social environment. CSDS can effectively simulate the main symptoms of human mental diseases.^[^ ^5^, ^6^ ^]^

Depression usually involves changes in many genes and is related to abnormal functions in multiple brain regions.^[^ ^7^, ^8^, ^9^ ^]^ Many brain structures, neurotransmitters, hormones, and substances may participate in the development of Major Depressive Disorder (MDD).^[^ ^10^ ^]^ Previous studies have used coexpression analysis in depressed human postmortem brain or mouse stress models to describe interesting changes in gene interaction networks in a single brain region.^[^ ^7^, ^11^ ^]^ However, there are few transcriptome‐wide characterizations to identify the transcriptional characteristics of multiple brain regions in depression.

Although single‐cell RNA sequencing (scRNAseq) has depicted comprehensive brain atlas of different species in single‐cell resolution which can characterize the global expression pattern of each brain region, it cannot analyze the spatial pattern of gene expression. The transcriptional profiles of a single cell will be affected by their localization in the tissue.^[^ ^12^ ^]^ Location information is crucial for exerting tissue‐specific functions, maintaining tissue homeostasis, and responding to external cues or interference.^[^ ^13^ ^]^ More importantly, the spatial organization and function of the brain are fundamentally linked, especially in human cortical tissue, different cortical cells show variable gene expression patterns and physiological morphology.^[^ ^14^ ^]^ Spatial transcriptomics (ST),^[^ ^15^, ^16^, ^17^, ^18^, ^19^ ^]^ a non‐targeted technology, is rapidly becoming an extension of scRNAseq. It has the potential to analyze gene expression with single‐cell resolution while maintaining the cell composition in the tissue. ST technology enables researchers to better understand cell interactions and heterogeneity, and to have an in‐depth understanding of complex biological processes that cannot be achieved by traditional sequencing technology.^[^ ^20^ ^]^ Up to now, this technology has been applied to the study of neuroscience, providing new biological insights into the development of the central nervous system and the mechanism of central nervous system disorders, including molecular atlas of the adult mouse brain,^[^ ^18^ ^]^ Alzheimer's disease,^[^ ^16^, ^21^ ^]^ and amyotrophic lateral sclerosis.^[^ ^22^ ^]^

Given the complicated transcriptional characteristics of multiple brain regions in depression, we used ST to gain new insights into the spatially resolved transcriptome‐wide characterizations. In this study, CSDS mouse model was established to understand the differences in individual responses to stress and the biological principles of susceptibility changes. First, we sought to define anatomical brain regions and cell types by using well‐known markers in control, resilient, and susceptible mice respectively. We identified orchestrated gene expression changes of multiple brain regions, three easily affected brain regions (HIP, Isocortex, AMY) and inhibitory neurons which were more pronounced in depression. Second, those brain regions trend to interact among them in depression by analyzing correlation between expression profiles and cell‐cell communication. Finally, we defined genes that mediated the interaction among these three brain regions. Together, this study provides new insights into spatial gene expression patterns in a mouse model of CSDS, which may offer new avenues for understanding and treating depression. To our knowledge, the study is the first to use ST to identify the spatially molecular characterizations of multiple brain regions in depression.

## 2 MATERIAL AND METHODS

### 2.1 Animals

Adult male C57BL/6 (8–10 weeks) mice and male CD‐1 mice (4 months) were purchased from SPF (Beijing) Biotechnology Co., Ltd. Mice were placed in a specific pathogen‐free, standard animal facility with controllable temperature and humidity. They were raised in groups under 12 h light and 12 h dark cycle, and they could freely obtain food and water. All experiments with animals were performed in conformity with the protocols approved by the Institutional Animal Care and Use Committee of Beijing Institute of Basic Medical Sciences (approval No.SYXK 2019‐0004 as of September 2020).

### 2.2 Chronic social defeat stress mouse model

CD‐1 mice used in CSDS attacks were screened according to the methods reported in the literature.^[^ ^23^ ^]^ Before the experiment, 4–5 C57BL/6 mice per cage were fed for 1 week to adapt to the environment. CSDS experiment time is 9:00 AM–10:00 AM every morning. C57BL/6 mice were placed in the CD‐1 mouse cage for 10 days, attacked continuously for 5–10 min, and then isolated with a porous transparent acrylic plate for 24 h. During this period, the mice were subjected to continuous psychological pressure. CD‐1 mice were randomly replaced every day to avoid adaptation. The control group (CON) was C57BL/6 mice of the same week old. After contacting non‐aggressive C57BL/6 mice for 5–10 min every day, they were isolated with the same plate for 24 h, which was similar to the operation of the experimental group. After 10 days, the mice were taken out and fed in a single cage, and the social interaction test was carried out within 24 h.

### 2.3 Social interaction test

Mice in CSDS stress group or control group were placed in an open field (41 cm × 41 cm), with a metal mesh cage (diameter 8 cm) on one side. In the first stage, C57BL/6 mice were placed in an open field for 2.5 min when there was no target in the metal mesh cage; In the second stage, put a strange CD‐1 target mouse in the metal cage, and then put the C57BL/6 mouse back in the open field for 2.5 min. During the experiment, ANY‐maze software was used to record the social interaction area (16 cm in diameter) and social avoidance area (8 cm × 8 cm). The social interaction ratio (SI ratio) was obtained by dividing the time spent in the interaction area when the target exists by the time spent in the interaction area when the target does not exist. Social avoidance varies widely among individual mice. In the experiment, the mice with SI ratio lower than 1 during the observation period were susceptible, and the mice with SI ratio higher than 1 were resilient.

### 2.4 Brain sections for Visium spatial transcriptomics

At 1.5 h after the last stress exposure to CSDS, the brain tissue was isolated aseptically, and carefully removed blood and other contamination with ice cold sterile Hank's Balanced Salt Solution (HBSS, without calcium and magnesium chloride; 480Gibco 14175‐095). Brain tissues were immediately embedded in Optimal Cutting Compound (OCT) media and frozen on dry ice. The tissue blocks were sectioned on the cryostat at 10 μm thickness (bregma2.0–2.1) at −10°C using Leica Cryostat CM1950 cryostat and mounted on Visium Gene Expression Slides Capture Area (2000233, 10X Genomics), which were stored at −80°C before proceeding the Visium spatial gene expression experiment. The following experiments were detected with Agilent Bioanalyzer and the RNA values of the tissues were greater than 8.

### 2.5 Tissue staining and imaging for Visium spatial transcriptomics

Fixing and staining brain tissue sections according to the Visium Spatial Gene Expression User Guide (CG000239 Rev B, 10X Genomics) or Visium Spatial Tissue Optimization User Guide (CG000238 Rev A, 10X Genomics). Tissue sections were fixed in methanol (−20°C pre‐cold) for 30 min. Isopropyl alcohol was incubated at room temperature for 1 min. Slides were air‐dried. 1 mL Hematoxylin uniformly covered all tissue sections on the slides, and slides incubated at room temperature for 7 min. Water washing two times (Each immersion is 1 s). 1 mL Bluing Buffer was added, and all tissue sections were evenly covered and incubated for 2 min at room temperature, and washed with water for 1 s. Add 1 mL Eosin Mix to cover all tissue sections evenly, incubate for 1 min at room temperature, and wash with water for 1 s. Air dried the tissue. Brightfield histology images were taken using 20× objective (Zeiss) on a Pannoramic MIDI. Raw images were stitched together using 3DHISTECH and exported as .tiff files with low‐ and high‐resolution settings. For tissue optimization experiments, fluorescent images were taken with 3DHISTECH using a 20× objective and 60 ms exposure time.

### 2.6 Permeabilization and reverse transcription

Brain tissue was permeabilized for 18 min, incubated with 70 μm permeabilization enzyme on thermocycler adaptor at 37°C. After removing the permeabilization enzyme with a straw and washing with 100 μL 0.1×SSC buffer, Master Mix was added to each well to initiate reverse transcription 53°C for 45 min.

### 2.7 Spatial library preparation and sequencing

The library was constructed according to the Visium Spatial Gene Expression User Guide (CG000239). They were loaded at 300 pM and sequenced on a NovaSeq 6000 System (Illumina) using a NovaSeq S4 Reagent Kit (200 cycles, catalog no. 20027466, Illumina). Sequencing was performed using the following read protocol: read 1, 28 cycles; i7 index read,10 cycles; i5 index read, 10 cycles; and read 2, 91 cycles.

### 2.8 Sequencing data analysis and visualization

Raw FASTQ files and images were processed by ST Pipeline.^[^ ^24^ ^]^ After removed low quality reads, kept reads were mapped to the mouse genome (mm10). The count matrix tables were read into R (version 3.6.3), keep them paired with the low‐resolution histology images for visualization purposes, and further processed using the Seurat R package (version 3.0.0/4.0.6). For quality control, we removed genes with less than 10 reads or expressed in fewer than 2 spots observed, or low‐quality spots (<200 UMI counts). Then gene expressions were normalized by the SCTransform function in Seurat.

Use the SpatialFeaturePlot function in Seurat (version 3.0.0) to generate normalized spatial feature expression plots. According to the hematoxylin and eosin (H&E) images and Allen brain atlas, spot clusters representing the same regions were divided into 15 groups of anatomical regions using marker genes, which were then used for downstream analysis. PCA was then performed on significantly variable genes, and the first 15 PCs were selected as input for clustering and Umap, based on manual inspection of a PC variance plot. Clustering was performed using the default method from the Seurat package, with resolution parameter set to 1.2. Marker genes for each brain region were identified using the FindMarkers function provided in the Seurat R package, The FindMarkers function runs with the default parameters and uses a non‐parametric Wilcoxon rank sum test.

### 2.9 Correlation analysis

To identify the trends of expression changes in different brain regions after CSDS, we used gene correlation matrix to describe it. Pearson correlation was calculated according to the gene expression matrix in each brain region. The dimension was reduced by PCA, and the first two principal components were selected to show the correlation of brain regions using the ggplot2 package in R.

### 2.10 Overlap of gene expression profiles in CSDS versus control

Rank‐rank hypergeometric overlap (RRHO) is a Threshold‐free algorithm,^[^ ^25^, ^26^ ^]^ which can be used to detect and visualize overlap of genes changed in the same and opposite directions between two datasets. The genes were ranked by the log2 of fold change value between any two brain regions. Up, down, and unchanged genes were at the bottom, top, and middle of the list, respectively. By creating a heatmap using the odds ratio method,^[^ ^26^ ^]^ to show the strength, pattern, and correlation boundaries between brain regions.

### 2.11 Gene functional enrichment analysis

Differentially expressed genes (two‐sided Wilcoxon‐test, log fold‐change threshold = 0.25, *p*‐value < 0.05) of each brain region were selected and used for Gene Ontology (GO) term enrichment analysis using clusterProfiler package (version 3.18.1). To test synaptic gene enrichment, we enriched DEGs using Synaptic Gene Ontologies and annotations (SynGO: syngoportal.org) with default parameters. The enriched GO terms of interested genes were selected and visualized using ggplot2 (version 3.4.2).

### 2.12 Cell annotation

Considering that the expression profile observed at each capture location of the spatial transcriptome is a mixture of transcripts produced by one or more cells,^[^ ^27^ ^]^ to evaluate the distribution of cell types in different brain regions under different processing conditions, the convolution spatial data set was interpreted using spotlight (version 0.99.9) method. We used the published mouse brain scRNAseq data (GSE129788; 37,089 single cells)^[^ ^28^ ^]^ to annotate the six cell types (astrocytes, excitatory neurons, inhibitory neurons, oligodendrocytes, microglia, and endothelial cells) potential ratio of each spot.

### 2.13 Spatial ligand‐receptor interaction analysis

We applied NicheNet (https://github.com/saeyslab/nichenetr)^[^ ^29^ ^]^ and dsCellNet (https://github.com/songzh523/ dsCellNet)^[^ ^30^ ^]^ to research data from the spatial region microenvironment of CSDS mice. Introducing regional specificity (3 brain regions: Isocortex, HIP, AMY) in the analysis, inferring spatial region‐specific potential ligand‐receptor interactions, and showed the top 28 ligand and L–R with Circos plots (adjusted *p*‐value < 0.05, at least ligand and receptor expressed in ≥20% of cells). Ligand activity was predicted using the predict_ligand_activities function and ranked in descending order of Pearson's correlation, with the top ranked genes plotted as a heat map.

### 2.14 Immunofluorescence staining

Mouse brain sections were fixed with 4% PFA (paraformaldehyde) in PBS for 10 min and blocked with 5% fetal bovine serum (FBS) for 1 h (5% FBS, 3% Triton X‐100 in PBS). Primary antibody neurotensin (1:200, ImmunoStar 20072) was incubated overnight at 4°C. Fluorescence was detected after secondary staining with the Alexa Fluor 488‐conjugated donkey anti‐rabbit IgG (1:500, Biotium, Cat# 20015, RRID: AB_10559669) for 1 h at 37°C. All images were captured on an Olympus FV‐1200 confocal microscope (Olympus, Center Valley, PA, USA) and analyzed with Image J software (NIH, US).

### 2.15 Statistical analyses

Data analysis was performed using Prism software (GraphPad Prism version 8, GraphPad Software, Inc.). The results were expressed as the mean ± SEM. For multiple comparisons, we used the one‐way ANOVA test followed by Tukey's post‐test to specifically compare the indicated groups. The level of statistical significance was indicated as *p < 0.05, **p < 0.01, ***p < 0.001.

### 2.16 Key resources table

For more details about the deposited data, software and algorithms, and critical commercial assays, please check the key resources table.

**Table:** 

Reagent or resource	Source	Identifier
**Deposited data**		
Raw and analyzed sequencing data	This paper	GEO: GSE228394
Single‐cell transcriptomic profiling of the aging mouse brain	Ximerakis et al. 2019	GEO:GSE129788
Single‐cell RNA‐seq of mouse cerebral cortex	Zeisel, Amit et al. 2015	GEO: GSE60361
Single cell gene expression	5k_mouse_brain_CNIK_3pv3	https://www.10xgenomics.com
**Software and algorithms**		
Cell ranger versions 2.1/3.0	10X Genomics	https://www.10xgenomics.com
ST pipeline version 1.7.2	Navarro et al., 2017	https://github.com/SpatialTranscriptomicsResearch/st_pipeline
SCTransform v0.3.2	Hafemeister and Satija., 2019	https://github.com/ChristophH/sctransform
ST spot detector	Wong et al., 2018	https://github.com/SpatialTranscriptomicsResearch/st_spot_detector
Space ranger version 1.0.0	10X Genomics	https://10xgenomics.com
Seurat v4	Hao et al., 2021	https://github.com/satijalab/seurat
Seurat versions 2.3.0/3.1.3	Butler et al., 2018	https://satijalab.org/seurat/
SPOTlight	Elosua‐Bayes et al., 2021	https://github.com/MarcElosua/SPOTlight
SynGO versions 1.1	Koopmans et al., 2019	https://syngoportal.org
NicheNet	Robin et al., 2020	https://github.com/saeyslab/nichenetr
**Critical commercial assays**		
Chromium single cell 3′ gene expression solution v2	10× Genomics	Cat#PN‐120237
MiSeq reagent kit v3 (150 cycle)	Illumina	Cat#MS‐102‐3001
KAPA library quantification kit	Roche	Cat#07960298001
DNeasy blood and tissue kit	QIAGEN	Cat#69504
Visium spatial gene expression solution v1	10× Genomics	Cat#PN‐1000184
Visium spatial tissue optimization slide and reagent kit	10× Genomics	Cat#PN‐1000193

## 3 RESULTS AND DISCUSSION

### 3.1 Unsupervised clustering defines spatial distribution of expression across brain regions

We studied the potential pathogenesis of depression related behaviours by using CSDS mouse model to simulate the individual variation after social defeat.^[^ ^23^ ^]^ In this model, inbred C57BL/6 mice with the same genetic background were repeatedly attacked by a larger male CD‐1 mouse every day (5–10 min) for 10 days (Figure 1A). In the experiment, mice undergoing CSDS were subjected to continuous psychological pressure of sensory interaction with the attacker through the transparent perforated partition in the shared cage. The social interaction test (SI test, Figure S1) was conducted 24 h after the last social defeat to evaluate their social interaction/avoidance behaviours against unfamiliar social goals.

**FIGURE 1:**
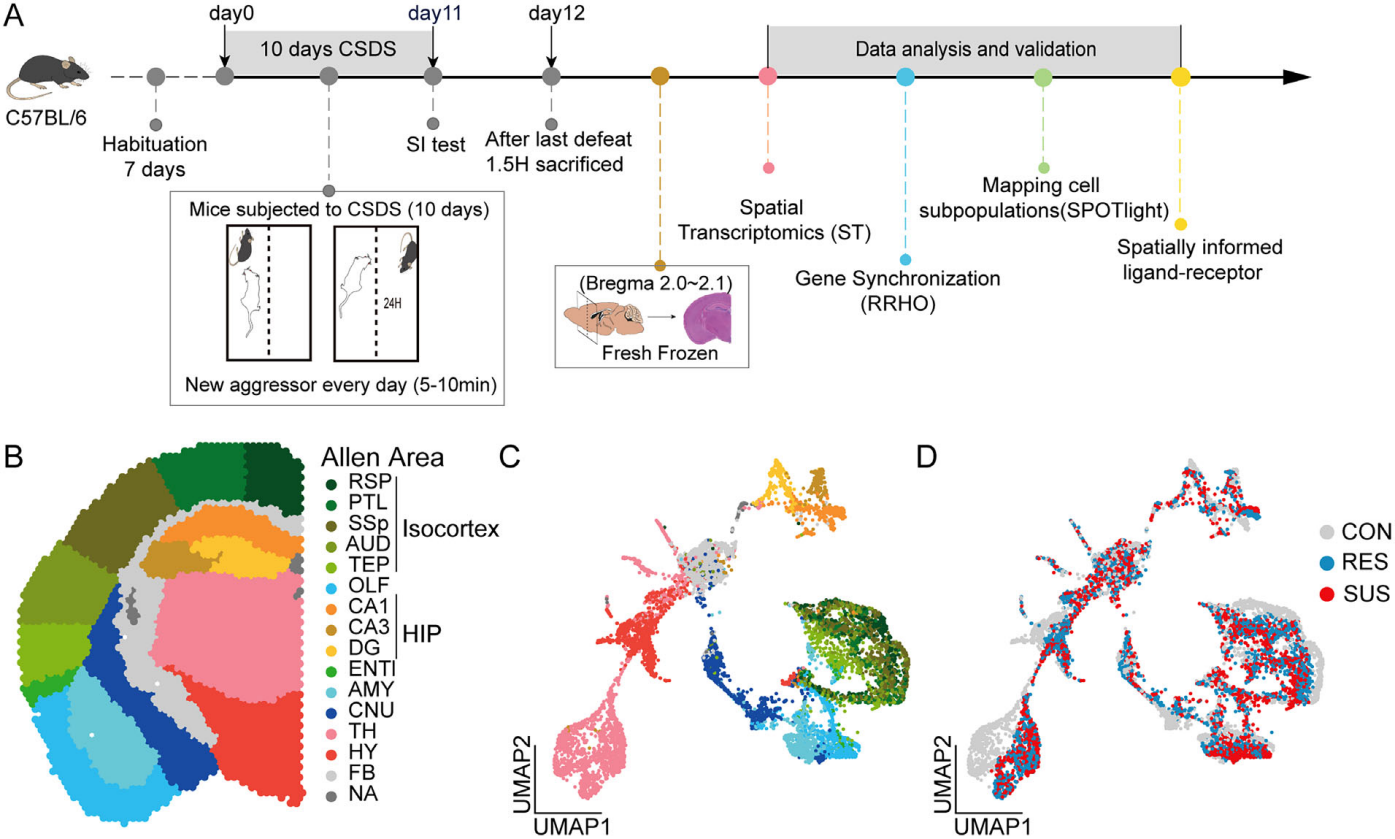
Spatial transcriptomics profiles in CSDS mouse brain. A, Schedule of behavioural experiments of CSDS and SI, tissue collection, and bioinformatics analysis. B, Brain regions were used for ST analysis referring to the Allen mouse brain atlas. C, D, UMAP plots of the transcriptomics profiles. The colour was marked according to the brain region C, same as B, or animal group D. CON, control; SUS, susceptible; RES resilient. TH, thalamus; HY, hypothalamus FB, fiber tracts; CNU, cerebral nucleus; AMY, amygdala; OLF, olfactory area; ENTl, entorhinal area; TEP, temporal association area, entorhinal area, and perirhinal area; AUD, auditory area; SSp, primary somatosensory area; PTL, posterior parietal association area; RSP, retrosplenial area. Hippocampus: Ammon's horn CA1, CA3; DG, dentate gyrus.

After experiencing repeated intermittent psychological and physical stress, the mice were differentiated into two independent social response subgroups: resilient subgroup (RES: SI ratio > 1; continuous social interaction) and susceptible subgroup (SUS: SI ratio < 1; long‐term social avoidance). These two subgroups have been reported differently in multiple behavioural and physiological domains.^[^ ^4^ ^]^ SUS mice spend significantly less time (*p* < 0.01) in the social interaction area and significantly more time (*p* < 0.001) in corners, compared to CON mice exposed to unfamiliar CD‐1 target mice. CON mice spent most of their time in the social interaction area, while SUS mice showed a strong aversion reaction. They showed avoidance behaviour in the SI test (*p* < 0.001) (Figure S1A–C). RES mice did not show these behaviours after stress. RES mice spent comparable time in the interaction area as CON mice that did not experience CSDS, and the proportion of social interactions did not differ from CON mice.

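The ST data analysed here came from 3 coronal hemisphere sections, 1 from a CON mouse, 1 from a RES mouse and 1 from a SUS mouse. RES and SUS mice had gone through 10 days of CSDS and were separated by whether their social interaction ratio lay above or below 1. Each section, 10 μm thick, was placed on a capture area of a Visium slide, which carries 4992 capture spots per section in a hexagonal grid. A spot binds the mRNA of the tissue above it, so it stands for a small region that can hold several cells, and a unique molecular identifier (UMI) counts each captured molecule once. The authors processed the reads with ST Pipeline, mapped them to the mouse genome (mm10) and read the counts into Seurat, with filters on rarely seen genes and on spots below 200 UMIs. They then normalized gene expression with the SCTransform function of Seurat. The deposited table used here gives for every retained spot the total count of UMIs, the number of genes with at least 1 UMI, 3 percentages (mitochondrial, ribosomal protein and red blood cell genes) and the section, area and brain region the authors assigned. The spots were joined by barcode to their places on the slide. Counts per gene were not analysed here. The UMIs of all retained spots add up to 37536349 in the CON section, 31196847 in the RES section and 34979160 in the SUS section. Medians over spots are given with 95% order-statistic intervals and shares with exact (Clopper-Pearson) 95% intervals, which cover counting error within a section only. With 1 section per condition there is no replicate error, so no test was made, and a ratio between sections compares those sections and not the conditions. Which spots are counted, mean or median, and division by the overall depth of a section are the choices that could change the values.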

Fresh brain tissue was collected 1.5 h after the last CSDS exposure, and three coronal sections were obtained (Bregma2.0–2.1) from the left brain of CON, RES and SUS mice by cryosections of mouse brains. 

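The deposited table lists 2881 spots for the CON section, 2828 for the RES section and 2840 for the SUS section, 8549 in all. The median over the 3 sections was 2840 and the mean 2850, with an SD of 27.8 between sections. Every listed spot lies under tissue in the position lists of the slides. These lists mark more spots as covered by tissue, 3792, 3861 and 3790, so that 911, 1033 and 950 covered spots of the CON, RES and SUS sections are outside the table. Counting all covered spots moved the median the most, to 3792 spots per section.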

Then ST sequencing was performed.^[^ ^15^, ^16^, ^17^, ^18^, ^19^ ^]^ Every coronal section contains 2875 ± 19 spots (median ± SD) (Table S1). And we detected an average of 77,470 reads, 13,481 unique molecular identifiers(median), 4,499 genes(median) per spot for the dataset (Figure S2A–D). 

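Over all 8549 spots, the median was 11231 UMIs per spot (95% interval 11059 to 11433) and 4379 genes per spot (4340 to 4418). The CON section was the deepest, with a median of 12912 UMIs (12513 to 13243) and 4745 genes (4669 to 4808). The RES section had 10054.5 UMIs (9861 to 10383) and 4097 genes (4033 to 4156), and the SUS section 10947.5 UMIs (10687 to 11295) and 4302 genes (4247 to 4376). The intervals of the 3 sections do not overlap for UMIs or for genes, and the ratio of the medians to CON was 0.779 for RES and 0.848 for SUS. The quartiles of the spots were 8591 and 17117 UMIs in CON, 6709 and 14317 in RES and 7189 and 15860 in SUS, so the spread between spots of one section is larger than the difference between sections. Below 1000 UMIs were 60 spots in CON, 42 in RES and 2 in SUS. Of the alternatives, weighting the 8 brain regions equally moved the median the most, to 10287 UMIs per spot. Reads per spot were not analysed here.

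**Figure D1:**
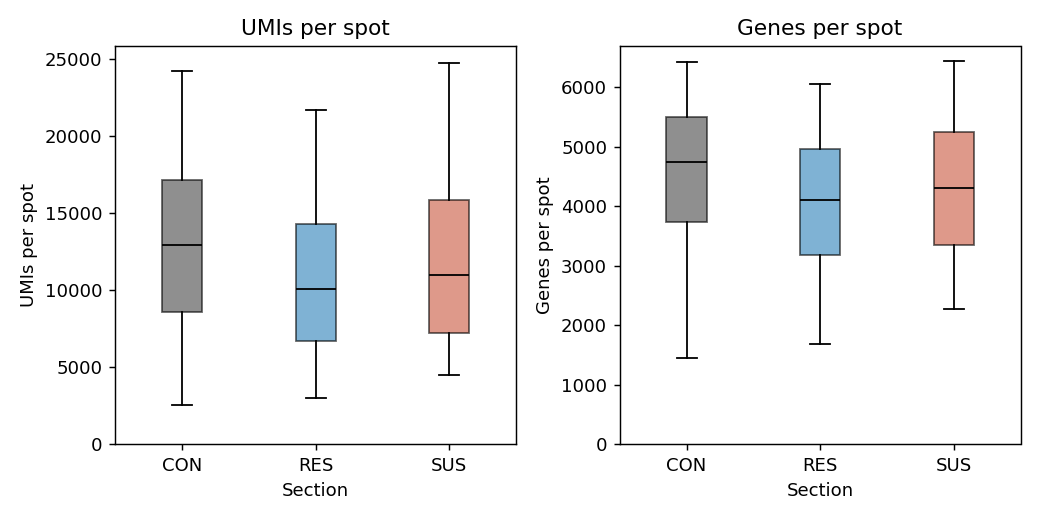
UMIs per spot (left) and genes per spot (right) in the CON, RES and SUS sections, where lines are medians, boxes reach from the lower to the upper quartile and whiskers from the 5th to the 95th percentile. The CON section has the highest median in both panels, 12912 UMIs and 4745 genes.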

We aligned each coronal hemisphere section with 15 anatomical brain regions (Figure 1B) defined by the Allen Mouse Brain Atlas (ABA; www.brain‐map.org), and assigned each spot a corresponding position to obtain tissue coordinates, neuroanatomical definitions, and spatially defined gene expression patterns. 

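The deposited labels place each spot in 1 of 17 areas, which are grouped into 11 brain regions. Isocortex holds 5 areas and HIP holds 3, and the label CTXsp (cortical subplate) stands where the paper writes AMY. Each spot has up to 6 adjacent spots on the slide. Over the 3 sections, 89.9% of adjacent spots carried the same area label (interval 89.7 to 90.2), with 90.1% in CON, 89.8% in RES and 89.8% in SUS, and the intervals of the sections overlap. Each pair of adjacent spots is counted from both of its spots, so the intervals are narrower than for independent pairs. Among the 8 regions kept by the paper, the share of adjacent spots from the same region was highest in Isocortex (96.9%) and TH (95.6%) and lowest in FB (79.0%). Merging the areas into the 8 regions raised the share to 92.8%. The tissue reached the last grid columns of the capture area in the CON section, with 41 spots there, and in the RES section, with 33 spots, and in no spot of the SUS section.

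**Figure D2:**
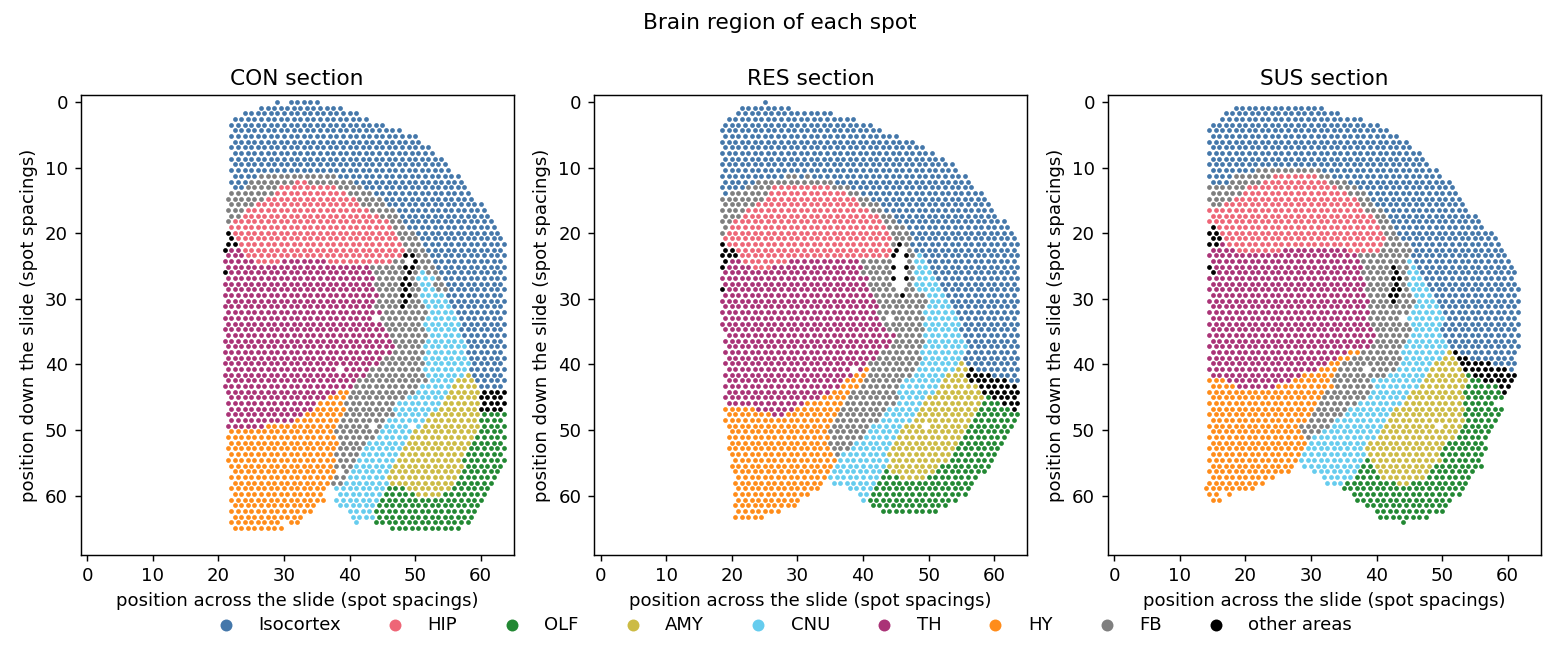
Brain region of every listed spot in the CON, RES and SUS sections, drawn at its place on the slide in units of the spacing between spots. Colours mark the 8 regions kept by the paper and black the other areas, and the lateral edge of the CON and RES sections ends at the border of the capture area.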

We visualized the spatial gene expression of the regional marker Isocortex (Lamp5), Hippocampus (HIP: Hpca), Thalamus (TH: Prkcd), Hypothalamus (HY: Gpx3), Olfactory area (OLF: SLC30a3), Cerebral nucleus (CNU: Penk), Fiber tract (FB: Mbp), Amygdala (AMY: Lypd1). The results were shown by comparing with the available ABA in situ hybridization (ISH) data (Figures S2E, S3). ISH signals correspond perfectly to the spatial gene expression in the brain atlas. 

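Of the 8549 spots, 134 belonged to ENTl, LV and D3V. ENTl had 16, 31 and 30 spots in the CON, RES and SUS sections, LV had 14, 9 and 10, and D3V had 6, 9 and 9. The 8 larger regions hold the other 8415 spots. Isocortex took the largest share, 25.1% of the CON section (interval 23.5 to 26.7), 28.8% of the RES section (27.1 to 30.5) and 27.3% of the SUS section (25.7 to 29.0). TH made up 21.4%, 19.8% and 18.7%. The share of FB was 11.8% in CON (10.7 to 13.1), with 341 spots, and 9.40% in SUS (8.35 to 10.5), with 267 spots, and these intervals do not overlap. The smallest of the 8 regions was AMY, with 169 spots in CON, 155 in RES and 199 in SUS, and the ratio of 1.28 between its highest and lowest count was the largest of the 8. As shares of the section, the largest ratio stayed at 1.28.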

After filtering out regions with very few spots, we retained eight brain regions for further analysis.

Those well‐defined brain regions clustered together according to the expression pattern using Uniform Manifold Approximation and Projection (UMAP; Figure 1C). Compared with spots of CON, these spots of RES and SUS clustered together (Figure 1D). We analyzed the differential expression of spatially highly variable genes by using Seurat, and found significantly upregulated genes in each brain region (two‐sided Wilcoxon test, log fold‐change > 0.25 and *p*‐value < 0.05) and the highest ranked genes that exhibit significant spatial dependence in their expression^[^ ^31^ ^]^ (Figure S2E).

### 3.2 Spatial identification of differently expressed genes in the CSDS brain

To investigate biological differences among different brain regions of CON, SUS and RES three independent brain sections, we calculated the gene expression correlations among eight brain regions. The results showed that the expression similarity was significantly different among brain regions, but the overall gene expression pattern was very similar among the three groups (Figure S4A). Similar expression patterns may have similar functions, and the expression similarity among Isocortex, AMY, HIP and OLF was more obvious than other regions in each group.

In addition, we also confirmed that there are significant depression‐related changes in gene synchronization between the regions affected by depression, and strong changes in gene synchronization between the AMY and cingulate (CIN) regions as observed in human patients with major depression (MDD).^[^ ^8^, ^11^ ^]^ To explore the common changes of gene synchronization in brain regions of RES and SUS mice compared with CON, we used unbiased rank hypergeometric overlap (RRHO) analysis and visualized the overlapping trends between gene expression profiles of different brain regions between SUS and RES (Figure 2A,B) to calculate the common gene expression patterns across multiple datasets, which are graphically represented the intensity of patterns. RRHO test showed that compared with the CON, a large number of down‐regulated genes overlapped between different brain regions in both SUS and RES mice. The analysis of SUS showed that the transcriptional characteristics of Isocortex, HIP, AMY, OLF, and CNU regions were strongly and coordinately downregulated, and similar coordinated downregulation was found for these regional genes in the RES mice (max–log10(*p*‐value): 739–740). 

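RRHO ranks the genes of 2 regions by their change against CON and gives the largest −log10(p-value) of the overlap between both lists. The UMI counts behind the 5 regions, before the authors' normalization with SCTransform, differed from CON as follows. In the SUS section the median number of UMIs per spot, divided by that of CON, was 0.897 in Isocortex (interval 0.840 to 0.954), 0.955 in HIP (0.838 to 1.11), 0.578 in AMY (0.526 to 0.686), 0.568 in OLF (0.487 to 0.680) and 0.604 in CNU (0.517 to 0.681). In the RES section the ratio was 0.887 in Isocortex (0.851 to 0.926), 0.875 in HIP (0.789 to 1.08), 0.631 in AMY (0.573 to 0.717), 0.354 in OLF (0.311 to 0.409) and 0.664 in CNU (0.545 to 0.787). All 10 ratios lie below 1, and the intervals of HIP include 1. With means in place of medians, HIP rose above 1, to 1.10 in RES and 1.01 in SUS. The ratios of Isocortex, AMY, OLF and CNU stayed below 1 with means. Divided by the median of the whole section, the ratios of Isocortex (1.06 in SUS, 1.14 in RES) and HIP (1.13 and 1.12) turned above 1, and those of AMY, OLF and CNU stayed below 1. The paper's Table S2 lists for the 10 pairs of these regions RRHO values from 739 to 740 in both comparisons. The values carry no direction. From the RRHO analysis, in whose maps (Figure 2A) the overlap of downregulated genes has a corner of its own, the paper describes the 5 regions as downregulated together in SUS mice and in a similar way in RES mice. Of the genes the paper's Table S4 lists as changed in SUS, 40.9% were lower in Isocortex and 48.8% in HIP. The share was 89.3% in AMY, 80.8% in OLF and 73.6% in CNU. In RES it was 31.8% in Isocortex, 47.8% in HIP and 89.4% in AMY. These shares rest on genes past a threshold, while RRHO uses none.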

There were significant differences in TH and HY regions between SUS and RES mice. 

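In TH the median number of UMIs per spot, divided by that of the CON section, was 0.949 in the RES section (interval 0.886 to 1.02) and 1.13 in the SUS section (1.06 to 1.20). In HY it was 0.692 in RES (0.612 to 0.768) and 0.956 in SUS (0.842 to 1.06), so the RES section was the shallower of the pair in both regions. The paper's Table S2 gives an RRHO value of 361 for OLF and TH in SUS and 739 in RES. For AMY and TH the paper's values are 337 and 739, for CNU and TH 532 and 739, for OLF and HY 338 and 739, and for HY and Isocortex 441 and 740. The values in RES lie at the top of the scale, which 20 of the 28 pairs reach in RES and 13 in SUS.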

Signals from TH and OLF, TH and AMY, TH and CNU, HY and OLF, HY and Isocortex were stronger in RES mice than SUS mice (Table S2). In both data sets, the signals between the FB region and other brain regions were weak, which may be related to the fact that FB is mainly composed of myelinated insulating nerve fibers which play a broad connecting role in the brain.^[^ ^32^ ^]^ Although some common regulation can also be seen in many brain regions, Isocortex, AMY, HIP regions share a very obvious co‐downregulated gene pattern between SUS and RES (Figure 2B).

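FB was the shallowest of the 8 regions in every section. Its median was 3701 UMIs per spot in CON (interval 3314 to 4204), 3522.5 in RES (3175 to 3849) and 5599 in SUS (5457 to 5795). The ratio to CON was 0.952 in RES (0.755 to 1.16) and 1.51 in SUS (1.30 to 1.75), the highest ratio of the 8 regions in SUS. With only spots of at least 1000 UMIs, which leaves out more CON than SUS spots, the SUS ratio was lower, 1.30. For the 7 pairs with FB, the paper's Table S2 lists RRHO values from 168 to 552 in SUS and from 339 to 717 in RES, with medians of 391 and 529, while the median of the 21 pairs without FB is 739 in both comparisons.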

**FIGURE 2:**
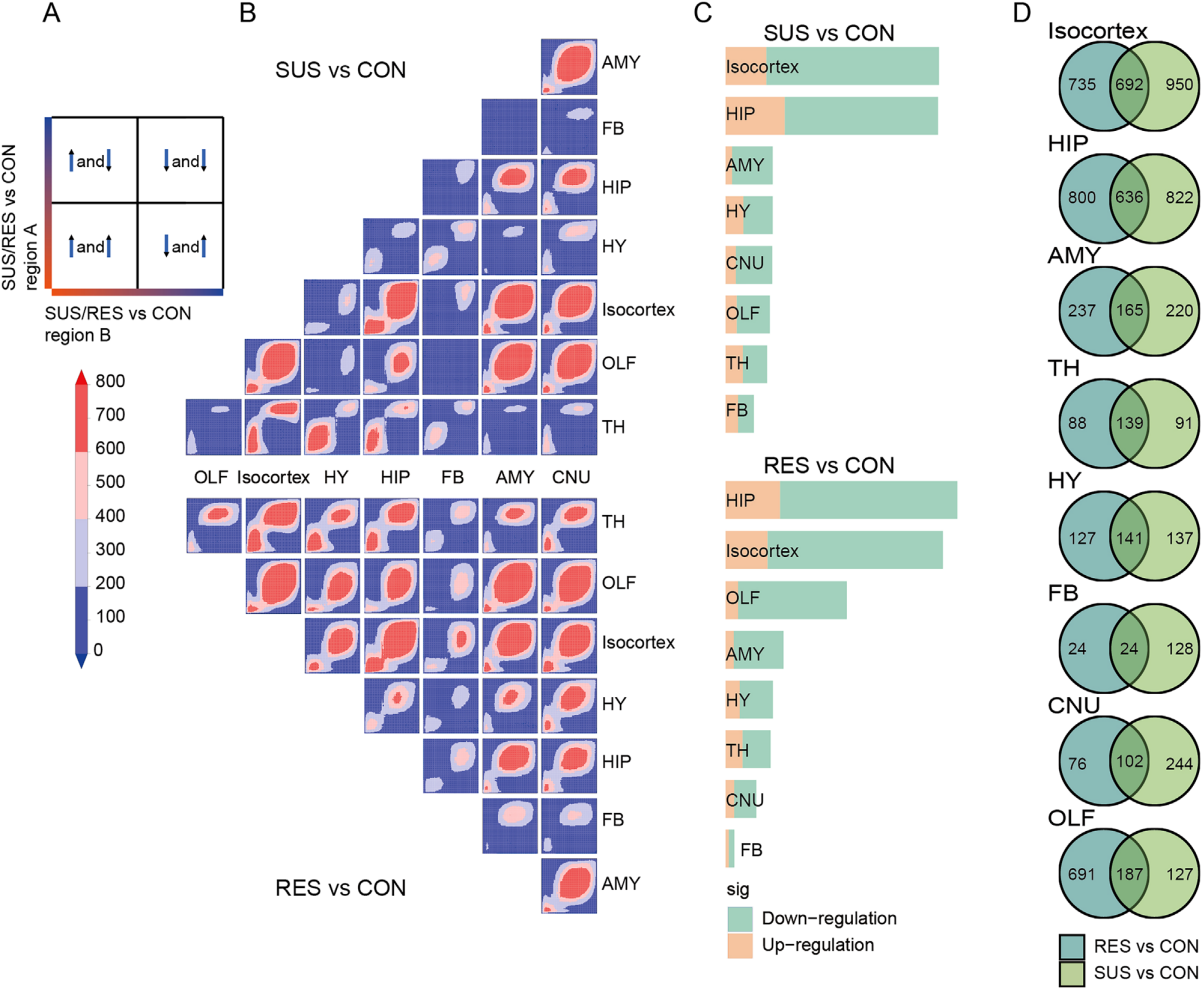
The differential Expression Patterns in RES and SUS mouse brains. A, B, RRHO maps show the comparison in gene expression between brain regions in SUS/RES vs CON (upper/lower panel). A, The extent of overlap of upregulated genes is shown in the bottom left corner, that of downregulated genes in the top right corner. B, RRHO heatmaps across brain regions. Degree of significance is depicted in colour bar on the left of RRHO maps. C, Differential gene expression analysis shows up‐ and down‐regulated genes (|Log2FC| > 0.25 and FDR < 0.05) in each brain region. D, Venn diagram displaying the number of unique and overlapping differentially expressed genes (Log2FC| > 0.25 and FDR < 0.05) in SUS/RES versus CON after CSDS.

Next, to gain insight into stress‐related brain transcriptome characteristics for each region, SUS and RES mice were compared with CON for differential expression patterns. We compared the number of differentially expressed genes (DEGs) in each brain region in detail (Figure 2C,D). 

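Each regional comparison sets the spots of 1 section against those of another, so its precision depends on the UMIs per spot in both. In Isocortex the median was 16478 UMIs in CON, 14615.5 in RES and 14780 in SUS, and in HIP 11522, 10084 and 11005. The largest distances from CON were found in OLF, with 15669 UMIs in CON (interval 14547 to 17100), 5542 in RES (5319 to 5955) and 8906 in SUS (8329 to 9895). AMY had 12930, 8159 and 7471 UMIs and CNU 12198, 8101 and 7362.5. In TH the medians were 11080, 10515 and 12519, and in HY 15928.5, 11022 and 15228.5. Of the 16 ratios of RES or SUS to CON over the 8 regions, 14 were below 1, and the exceptions were TH and FB in SUS. With means in place of medians 12 were below 1, and after division by the median of the whole section 7 were.

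**Figure D3:**
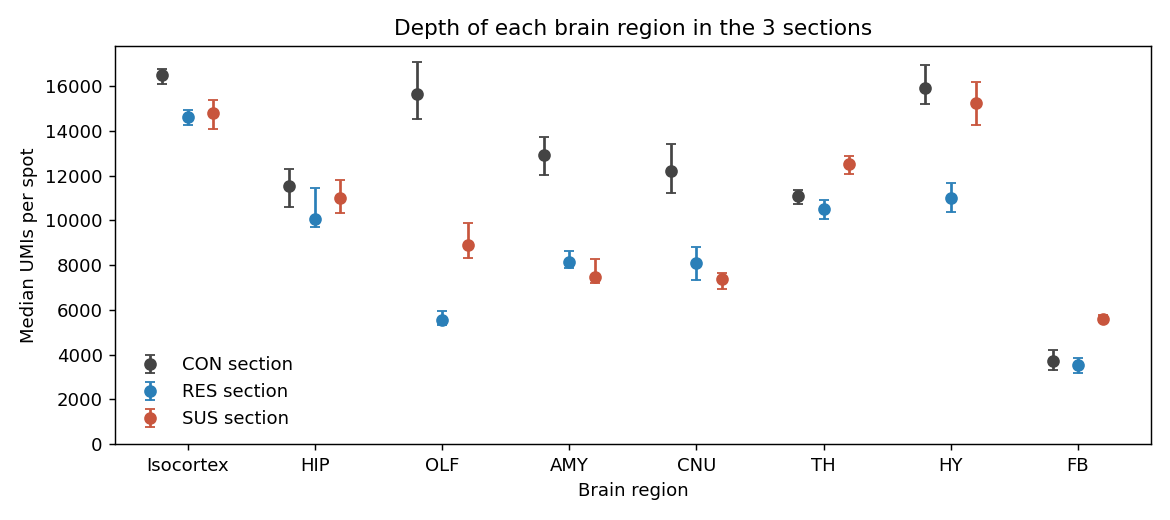
Median UMIs per spot in the 8 brain regions of the CON, RES and SUS sections, where bars are 95% order-statistic intervals of the median over the spots of 1 section. RES and SUS lie below CON in OLF, AMY and CNU, and SUS lies above CON in TH and FB.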

Since there are genes that are specifically expressed in brain regions or affected by different spatial patterns, it is very necessary to subdivide brain regions and define DEGs separately. 

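Isocortex was divided into RSP, PTL, SSp, AUD and TEP, and HIP into CA1, CA3 and DG. The smallest of these 8 areas was DG in CON, with 69 spots, and CA3 in RES and SUS, with 68 and 64 spots. The largest was SSp in CON and SUS, with 215 and 219 spots, and AUD in RES. Within Isocortex, TEP stood apart in depth. Its median was 15829 UMIs per spot in CON, 10577 in RES and 9580.5 in SUS, so the ratio to CON was 0.668 in RES (interval 0.572 to 0.789) and 0.605 in SUS (0.528 to 0.716). The other Isocortex areas had ratios of 0.956 (RSP), 0.906 (PTL), 0.988 (SSp) and 0.935 (AUD) in SUS, and 0.952, 0.882, 0.916 and 0.886 in RES. Divided by the median of the whole section, the ratios of RSP, PTL, SSp and AUD rose above 1 in both comparisons, to between 1.13 and 1.22 in RES and between 1.07 and 1.17 in SUS, while those of TEP stayed below 1. Within HIP the SUS ratio was 1.00 in CA1, 1.06 in CA3 and 0.703 in DG (0.538 to 1.11), and all of their intervals include 1.

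**Figure D4:**
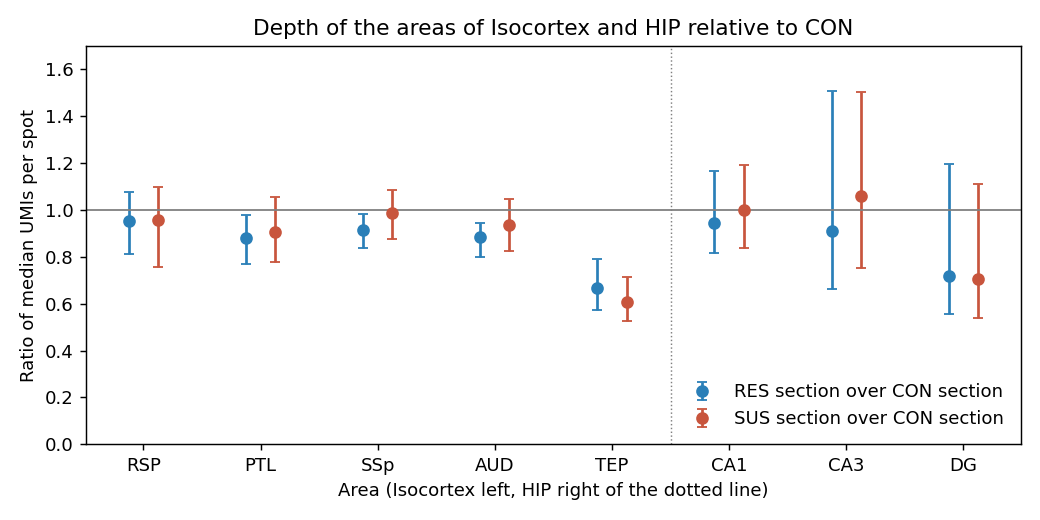
Median UMIs per spot of the RES and SUS sections divided by the CON section for the areas of Isocortex and HIP, where bars are intervals from the 95% intervals of both medians and the grey line marks a ratio of 1. TEP lies below the other areas of Isocortex in both comparisons.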

When the internal subgroups of Isocortex (RSP, PTL, SSP, AUD, TEP) were finely divided, the differential genes were identified in each subregion (Figure S4B–I). The number of DEGs was highest in the Isocortex, HIP and AMY brain regions (log fold‐change > 0.25 and adjusted *p*‐value < 0.05) and lowest in the FB brain region (Figure 2C). 

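The paper's Table S4 lists the genes called in each region. The copy used here holds the first 1997 of 2810 rows for SUS against CON and the first 1260 of 2947 rows for RES against CON. The comparison was taken from the marking of the rows, while the legend of the table names the sheets of SUS and RES the other way round. For SUS against CON the paper's table lists 132 genes in Isocortex, 168 in HIP, 523 in AMY, 401 in OLF, 450 in CNU and 233 in TH. Of these 6 regions Isocortex and HIP have the fewest listed genes, which differs from the order in the paper's text. For RES against CON it lists 107 in Isocortex, 203 in HIP and 577 in AMY. The rows of FB are in the part not used here. Of the paper's listed genes, the share lower in SUS was 40.9% in Isocortex, 48.8% in HIP and 89.3% in AMY. The number of genes seen per spot in these regions differed between sections as the UMIs did. The median was 5428 genes in CON, 5029.5 in RES and 5063.5 in SUS in Isocortex, 4494, 4097 and 4309 in HIP, and 4803, 3664 and 3496 in AMY. FB had the fewest, 1940, 1810 and 2501. Among spots with 10000 to 15000 UMIs the ratio of genes per spot to CON in RES and SUS was 0.979 and 0.973 in Isocortex, 0.962 and 0.972 in HIP, and 0.954 and 0.944 in AMY, against 0.986 in both over whole sections.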

The Venn diagram depicted the number of overlapping DEGs in each anatomical region (Figure 2D). Multi‐volcano plots of all the DEGs are shown in Figure S5A–C.

### 3.3 Spatial cell type annotation in the CSDS mouse model

Spatial resolution of gene expression profiles is essential for understanding the structure and function of brain tissues.^[^ ^33^ ^]^ Combining ST technology and scRNAseq information to deconvolute spatial data sets, which can realize in‐depth study on tissue and organ structures, clarify cell crosstalk, and track dynamic cell tracks in space. To annotate the cell types of spots, the spatial data set was deconvoluted using the scRNAseq to infer the proportion and location information of each cell type in the spatial transcriptome by SPOTlight method. Several different mouse brain scRNAseq datasets were found in public databases, and correlation analyses revealed that our experimental ST data were most similar to the scRNAseq of GSE129788 (mouse brain)^[^ ^28^ ^]^ and thus were used to provide a cellular classification basis for the spatial transcriptome data (Figure S6A). In the scRNAseq data, we just picked 24,401 single cell transcriptome data from eight young mice (2–3 months, the whole brain region after hindbrain resection) to recluster the subdivided cell types (top 20 PCs using a clustering resolution of 2.0), and identify the genes of cell‐specific markers (*p* < 0.01, two‐tailed student *t*‐test) of neurons, astrocytes, oligodendrocytes, endothelial cells, microglia cell types (Figure S6B,C).^[^ ^34^, ^35^, ^36^ ^]^ The spatial distribution of cell types in brain regions was predicted and showed enrichment of specific cell types in certain brain regions (Figures 3A, S6D–J, and S7A–H).

**FIGURE 3:**
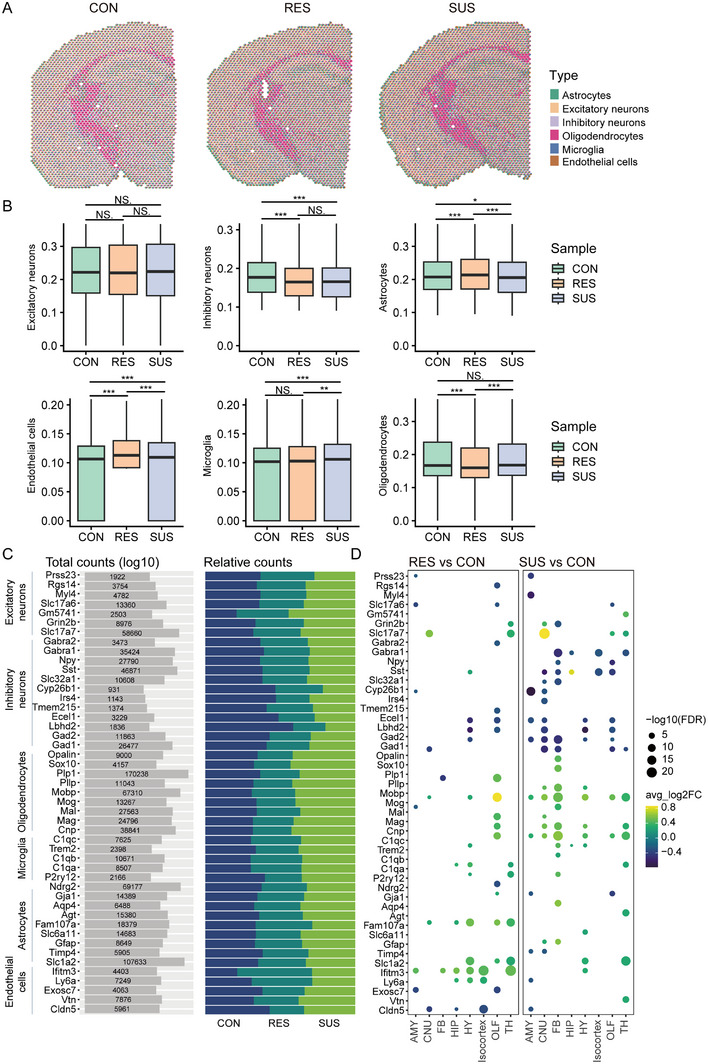
Cell type mapping on coronal mouse brain deconvoluted using Ximerakis et al.’s public scRNAseq data. A, Spatial scatter pie plot represents the proportions of the cell types from the reference atlas within capture locations. B, The proportion of predicted cell types among CON, SUS, and RES sections *p < 0.05, **p < 0.01, ***p < 0.001, ns: not significant (batch t‐test and corrected by Bonferroni test). C, Total counts show the number of marker genes detected across three coronal sections. Relative counts show the proportion of detected genes in CON, RES, SUS, respectively. D, Enrichment of marker genes in brain regions. (Benjamini–Hochberg‐corrected *p* < 0.05). The size of the balls is proportional to logged odds ratio.

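The proportions are estimates of SPOTlight, a deconvolution that explains the counts of a spot as a mixture of cell type profiles from public scRNA-seq data of the mouse brain. The copy of Table S3 used here holds the first 1999 of 8549 rows, all of the CON section, so the proportions are not compared between sections. All 1999 rows matched a deposited spot by barcode and carried the same region label, and they cover 69.4% of the CON spots. By the paper's estimates, excitatory neurons made up 30.2% of an Isocortex spot on average (SD over 507 spots 5.16) and 4.48% of an FB spot (SD over 247 spots 7.89). Oligodendrocytes made up 63.6% of an FB spot (SD 25.0) and 16.0% of an Isocortex spot (SD 6.05). Inhibitory neurons made up 21.2% of a CNU spot (SD over 168 spots 8.25) and 20.6% of an HY spot (SD over 205 spots 7.02). The estimate for excitatory neurons was exactly 0 in 73.3% of FB spots (interval 67.3 to 78.7), and for microglia in 28.2% of Isocortex spots (24.3 to 32.3). The held spots had a median of 3905 UMIs in FB and 16568 in Isocortex. The estimate for excitatory neurons rose with the UMIs of the spot in all 8 regions, with Spearman's rho from 0.250 in AMY to 0.705 in HIP. For astrocytes rho ranged from −0.691 in OLF to 0.226 in FB. These relations are across spots of 1 section, which are not independent replicates.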

The deconvolution data of brain sections show the proportion of six cell types in each spot (Figure 3B, Table S3). By analyzing the abundance of each cell type, we found that changes in gene expression are mainly in the inhibitory Neurons. 

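Sst encodes somatostatin, the peptide of a class of GABA interneurons, and lies on chromosome 16 of GRCm38 (mm10) from 23889573 to 23890958, on the minus strand. In the part of the paper's Table S4 used here, SUS against CON, the log2 fold change of Sst is −0.31 in Isocortex, −0.43 in OLF and −0.61 in CNU, and 0.79 in HIP. The paper lists it in 90.3% of SUS and 93.5% of CON spots of Isocortex, so it was detected in most spots of both sections. Behind these values are 776 SUS and 723 CON spots in Isocortex, 216 and 179 in OLF, 234 and 237 in CNU, and 273 and 279 in HIP. The paper's changes compare the spots of 1 SUS section with those of 1 CON section, and the values for FB are in the part not used here. For Sst the larger adjusted p-value of the authors' test was 0.112 in CNU and 0.0528 in HIP.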

The SUS mice show significant differences in the areas of Isocortex, HIP, TH, FB, CNU, HY region (*p* < 0.05) compared with CON, consistent with the finding in MDD with reduced brain concentrations of the Inhibitory neurotransmitter GABA.^[^ ^37^ ^]^ In the SUS mice, GABA receptor (GABRA1) showed significant downregulation in FB, HIP, Isocortex, and TH regions (FDR < 0.05), and GABA interneurons somatostatin (SST) was significantly downregulated in Isocortex, OLF, CNU, FB, and other brain regions (FDR < 0.05) compared with CON, commonly resulting in cognitive dysfunction (Figure 3C,D). 

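Marker genes of other cell types are listed in the same table, and all lie on GRCm38 (mm10). The vesicular glutamate transporter gene Slc17a7 (chromosome 7, 45163949 to 45176142) has a log2 fold change in SUS against CON of 0.86 in CNU, 0.31 in OLF and 0.26 in TH by the paper's Table S4. The complement gene C1qc (chromosome 4, 136889804 to 136893065) is listed by the paper for HIP with 0.27, and is not among the 132 Isocortex rows. Cldn5 (chromosome 16, 18776847 to 18778262), an endothelial tight junction gene, has −0.31 in AMY, with 28.1% of SUS and 49.7% of CON spots. The glutamate transporter gene Slc1a2 (chromosome 2, 102658659 to 102790784) has 0.31 in HY and 0.29 in TH. For the myelin genes Cnp (chromosome 11, 100574904 to 100591729) and Mobp (chromosome 9, 120149707 to 120181484), the paper's values are 0.31 and 0.33 in AMY, 0.55 and 0.58 in CNU, 0.39 and 0.49 in OLF and 0.40 and 0.35 in TH, and Mobp has 0.59 in HY. The depth behind these values, as the median number of genes per spot in CON and SUS, was 4669 and 3404 in CNU, 5350 and 3894.5 in OLF, 4302 and 4673.5 in TH, and 5181.5 and 5074.5 in HY. In HIP it was 4494 and 4309, and in AMY 4803 and 3496. The lower share of SUS spots with Cldn5 is therefore in a region of lower depth in SUS, and the 2 were not separated here. The paper's table gives 2 adjusted p-values for the authors' test. The smaller, the FDR, is below the paper's cut in every row used here. The larger was 0.424 for Cldn5 in AMY, 0.908 for Slc17a7 in OLF and 0.202 for Mobp in AMY. For Cnp it was 0.924 in AMY, 0.0887 in CNU and 0.324 in OLF. For C1qc in HIP only the smaller one, 0.0483, was low.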

Our data is also consistent with reports of downregulation of SST mRNA expression in the dorsolateral prefrontal cortex.^[^ ^38^ ^]^ In addition, we found that genes such as Slc17a7 in excitatory neurons were highly expressed in CNU, OLF, and TH regions, C1qc in microglia were highly expressed in Isocortex and HIP regions, Cldn5 in endothelial cells were low expressed in AMY region, Slc1a2 and Slc6a1 in astrocytes were highly expressed in HY region, Cnp, and Mobp in oligodendrocytes were highly expressed in AMY, CNU and FB regions (Figure 3D, Table S4).

Understanding the cell type‐specific contribution to the pathology of depression susceptibility is important. Huang et al. concluded that CSDS consistently increased anxiety‐like behaviour in mice, both SUS and RES mice. However, impaired social interaction behaviours were only observed in susceptible mice,^[^ ^39^ ^]^ which may involve a range of physiological changes and be highly variable between individuals. Chronic stress exposure causes neuronal atrophy in cortical and limbic brain regions associated with depression, which is associated with an altered balance of excitatory and inhibitory systems.^[^ ^40^ ^]^ Chronic stress reduces the density and function of spine synapses.^[^ ^41^ ^]^ In this study, in addition to the mentioned inhibitory neurons, we also observed changes in the proportion of other cells, we observed significant changes in the proportion of excitatory neurons in SUS mice compared to the CON group, particularly in the CNU, FB, OLF, and TH brain regions. Furthermore, CSDS leads to glial and myeloid‐mediated synaptic changes. The regions where oligodendrocytes showed significant changes were AMY, CNU, and FB. Reduced oligodendrocyte density and ultrastructure were also detected in the amygdala of depressed patients.^[^ ^42^ ^]^ Decreased oligodendrocyte cell numbers, impaired OPC differentiation and deficiency of myelination, or reduction of existing sheath thickness are commonly observed in SUS animals.^[^ ^43^ ^]^ Endothelial damage and blood‐brain barrier (BBB) leakage were observed in SUS brains,^[^ ^44^ ^]^ but not in RES or CON mouse brains, as evidenced by vascular leakage of intravenously injected fluorescent tracers.^[^ ^45^ ^]^ Microglial changes were mainly observed in the Isocortex and HIP regions, while astrocyte changes were mainly observed in the AMY and OLF regions. Chronic stress induces hyperactivation and structural alterations of microglia,^[^ ^46^ ^]^ astrocyte branch morphology changes,^[^ ^47^, ^48^ ^]^ astrocytes, and microglia are important players in mediating neuroinflammatory like responses, synaptic dysfunction, and BBB impairment.^[^ ^43^ ^]^ Increased microglia‐neuron interactions have been reported in the motor cortex of susceptible mice.^[^ ^48^ ^]^ Besides that, how cross‐talk between different cells drives CSDS susceptibility is beyond the scope of this paper.

### 3.4 Stress‐induced gene dysregulation associated with synaptic function and major depression disorder

Since several brain regions, such as the prefrontal cortex, hippocampus, amygdala, thalamus, hypothalamus, have important regulatory effects on anxiety and stress response,^[^ ^49^ ^]^ the chronic activation of neural circuits in multiple brain regions may be related to the continuous changes in brain activity during chronic social stress exposure, as well as the development of anxiety and depression. We enriched the GO biological processes for DEGs in each region (Figure S8, Table S5). In these stress‐related brain regions, many identified pathways have been reported to be related to depression.^[^ ^50^ ^]^ Our results confirm that social defeat stress leads to significant dysregulation of synaptic organization, cognition, and learning or memory in multiple brain regions of RES and SUS mice. Both RES and SUS mice displayed synaptic dysfunction in the Isocortex or HIP region. 

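In the part of the paper's Table S4 used here, 7 regions are listed for SUS against CON, HY only in part. Arc (chromosome 15 of GRCm38, 74669083 to 74672570), an immediate early gene, is higher in SUS in all 7, with the paper's log2 fold change between 0.34 and 1.50. The paper lists Arc in 87.0% of SUS and 48.1% of CON spots of Isocortex. Cplx2 (chromosome 13, 54371349 to 54383917) and Syp (chromosome X, 7638471 to 7653256) are each higher in 5 regions, with values from 0.29 to 0.62 and from 0.26 to 0.47. Nrgn (chromosome 9, 37544492 to 37552904) is higher in HIP and Isocortex by 0.28 each. Pmch (chromosome 10, 88091072 to 88092375) is lower in HIP, Isocortex and TH, down to −0.82 in TH. Pmch is a hypothalamic peptide gene, yet it was found in 80.6% to 90.6% of CON spots of these regions outside HY. Calb2 (chromosome 8, 110137502 to 110168210) is lower in CNU (−0.66) and OLF (−0.40) and higher in TH (0.46). Syt4 (chromosome 18, 31437808 to 31447406) does not appear in the rows held. Of the 2 adjusted p-values in the paper's table, the smaller, the FDR, is below the paper's cut in every row used here. The larger adjusted p-value of the authors' test was 0.731 for Nrgn in HIP, 0.296 for Syp in OLF and 0.114 for Pmch in HIP. Only the smaller one was low for Cplx2 in HIP (0.00759) and Calb2 in OLF (0.0352). Over the 8 regions, the median number of genes per spot in the SUS section was between 0.728 and 1.29 times that of CON, lowest in AMY and highest in FB. The changes of Arc, Nrgn, Cplx2 and Pmch are not limited to SUS. In the part held for RES against CON, Arc is higher in Isocortex (0.73) and HIP (0.36). Nrgn is higher there too (0.29 and 0.48). Cplx2 is higher in AMY, HIP and OLF and Pmch lower in AMY, HIP and Isocortex. Syp and Calb2 share no listed region between both comparisons.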

Synaptic dysfunction played an important role in the pathogenesis and development of MDD.^[^ ^51^, ^52^, ^53^ ^]^ Kang et al. revealed the decrease in the expression of synaptic function related genes and the corresponding decrease in the number of synapses in dlPFC of MDD subjects.^[^ ^53^ ^]^ Our results also show that the synaptic plasticity of SUS mice was defective, as indicated by the significant dysregulation of synaptic plasticity related genes (Arc, Cplx2, Syp, Nrgn, Pmch, Calb2, Syt4) in multiple brain regions in SUS mice (Table S4), which may be due to chronic maladjustment of stress response, loss of synaptic connection and impaired synaptogenesis in these brain regions.

To examine the detailed synapse‐related function of DEGs, we further compared annotated DEGs with the synaptic gene ontology database (SynGO).^[^ ^54^ ^]^ Compared with RES, 201 differential genes in SUS were identified as synaptic genes (Table S6). Compared with other brain regions, we found that genes associated with synaptic disorders were mainly enriched in Isocortex, HIP and AMY brain regions (Figure 4). Isocortex synaptic enrichment analysis identified 7 cellular components and 14 biological processes out of 78 genes, with postsynapse being the most enriched biological processes. Among the 111 genes found in HIP, there were 14 cellular components and 13 biological processes, with synapse organization being the most enriched biological processes. In AMY, only 14 genes were annotated to 5 cellular components and 3 biological processes (Table S7).

**FIGURE 4:**
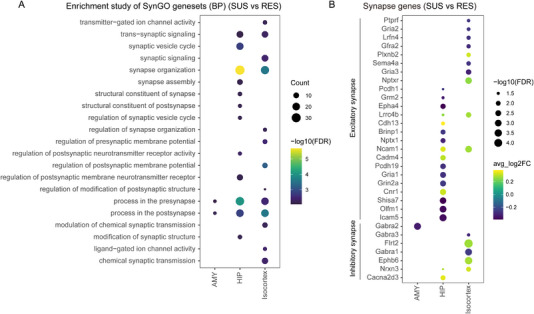
SynGO enrichment analysis identified CSDS‐induced synaptic dysfunction genes. A, Significantly enriched SynGO ontology terms using DEGs in the Isocortex, HIP, and AMY regions (FDR < 0.01, SUS vs RES). B, Significantly dysregulated synapse genes in excitatory or inhibitory synapses in SUS versus RES. Bonferroni‐adjusted *p*‐values were used to determine significance at an FDR  <  0.05.

Glutamate and GABA are the major excitatory and inhibitory neurotransmitters, and changes in MDD brain connectivity may be associated with altered levels of the major excitatory and inhibitory systems in the brain. Abnormalities in the glutamate and GABA systems have been found in the brains of patients with mood disorders.^[^ ^40^ ^]^ Referring to Loh's histological analysis of synaptic molecules,^[^ ^55^ ^]^ we analyzed the trends of excitatory and inhibitory synaptic genes after CSDS. Compared with RES, glutamate AMPA receptor Gria1 was significantly decreased in the HIP region, Gria2 and Gria3 were significantly decreased in the ISO region, glutamate NMDA receptor Grin2a was down‐regulated in the HIP, while GABA receptors Gabrb1 and Gabra3 were down‐regulated in the Isocortex, and Gabra2 was down‐regulated in the AMY of SUS mice (Figure 4B). Glutamic acid and its homologous receptors play important roles in many nervous system diseases, AMPAR trafficking defects were verified to be involved in the pathogenesis of certain psychiatric and neurodegenerative diseases.^[^ ^56^ ^]^ For example, AMPA receptor GluA1 (Gria1) subunit dysfunction and synaptic plasticity defects were related to schizophrenia, sleep and circadian rhythm disorders,^[^ ^57^ ^]^ The NMDA receptor antagonist ketamine has been shown to produce rapid and sustained antidepressant effects in patients with MDD.^[^ ^58^ ^]^ Glutamic acid and its homologous receptors will be potential therapeutic targets for MDD.^[^ ^59^ ^]^ MDD is associated with various defects in GABAergic transmission,^[^ ^37^ ^]^ and local injection of a GABA(B) receptor antagonist effectively alleviated social avoidance symptoms in SUS mice^[^ ^60^ ^]^.

The study of changes in synaptic structure and function has helped us to gain a deeper understanding of how the brain works during stress. However, due to the location of brain slices, the samples do not include the nucleus accumbens (NAc), ventral tegmental area (VTA) and some areas where c‐Fos signalling is activated by CSDS,^[^ ^61^ ^]^ which are also subject to stress‐induced dysfunction of synaptic plasticity,^[^ ^62^, ^63^, ^64^ ^]^ signal transduction deficits,^[^ ^7^ ^]^ and stress‐induced changes in the strength of connections in specific areas of the brain.^[^ ^65^ ^]^ Furthermore, due to limitations in resolution and current technology, we can only target large areas of tissue, making it challenging to study the neural mechanisms of local tissue structures.

### 3.5 Region‐Region interactions of AMY, HIP, and Isocortex

To shed light on the interactions among these three brain regions after CSDS, we used Nichenet^[^ ^29^ ^]^ and dsCellNet^[^ ^30^ ^]^ to infer how the communication between brain regions affects gene transcription. We prioritize Isocortex, HIP and AMY regions that play vital roles in dealing with depression and anxiety related emotions and easily form/establish neural circuits associated with stress susceptibility. Our data reveal significant changes in transcription after CSDS,^[^ ^66^, ^67^ ^]^ molecular communication networks between Isocortex, HIP or AMY regions in SUS were established via comparing with RES (Figure 5A–D, Table S8), and ligand–receptor pair expression levels were visualized (Figure 5E,F, Figure S9).

**FIGURE 5:**
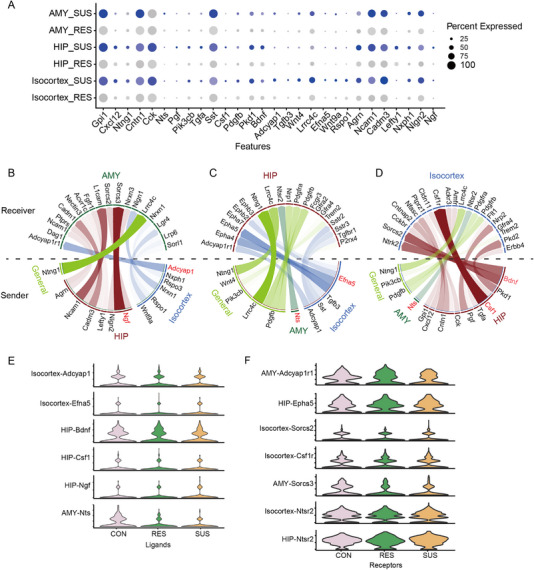
Identification of significant region‐specific and susceptible‐specific ligand‐receptor pairs. A, Top 28 ligand genes predicted by cell‐cell communication analysis in annotated regions (Isocortex, HIP, AMY). Colours represent the level of gene expression (blue shows the significant difference between SUS and RES); sizes indicate the percentage of gene expression. B–D, Circos plot shows significant brain region‐to‐region interactions indicated by ligand‐receptor communication between Isocortex (royal blue), HIP (dark red), and AMY (dark green). Ligand–receptor interactions observed in more than one region are shown in light green. E–F, The expression level of ligand genes E, and related receptor genes F, in Isocortex, HIP and AMY.

Furthermore, we investigated the potential neural circuits between the Isocortex and the HIP or AMY brain regions by inferring ligand‐receptor interactions. In the Isocortex, ligand genes (such as Adcyap1/PACAP and Efna5) were expressed at high levels (Figure 5A–D). Adcyap1 is involved in widespread regulation of the cellular stress response, Adcyap1 and its cognate PAC1 receptor (Adcyap1r1) locate at stress‐ and anxiety‐associated brain regions,^[^ ^68^ ^]^ and Adcyap1/ Adcyap1r1 pathway plays a potential role in the development of PTSD.^[^ ^69^ ^]^ We also found the signal transduction of Adcyap1r1 projected by Isocortex had an impact on AMY stress and maladaptation. Ephrin‐Eph is a tyrosine kinase receptor signal pathway, participates in cell proliferation, differentiation, migration, tissue remodelling, cell adhesion, and migration,^[^ ^70^ ^]^ as well as regulating synapse formation and neural plasticity. Epha4 knockdown saved depression related phenotype and synaptic defect caused by CUMS in mice.^[^ ^71^ ^]^ EphA7 signal transduction regulated cortical dendritic development and dendritic spine maturity.^[^ ^72^ ^]^ Communication between Efna5 and its receptor Epha4/Epha5/Epha7 may provide a potential treatment for depression.

The HIP‐derived ligands included brain‐derived neurotrophic factor (Bdnf), CSF1, nerve growth factor (Ngf), etc. (Figure 5B–D). Bdnf modulates neuronal morphology and synaptic plasticity via TrkB activation, including long‐term potentiation (LTP). BDNF‐mediated signal transduction is regionally specific in response to stress and antidepressants. When BDNF was bilaterally injected into the dentate gyrus of the hippocampus, it manifestated antidepressant effect in both LH and FST.^[^ ^73^ ^]^ Its receptor Sorcs2 acts as the link between proBDNF/BDNF signal pathway and mental disorders.^[^ ^74^ ^]^ Csf1r was mainly expressed in microglia which would undergo morphological and functional changes after CSDS exposure. Csf1/Csf1r signal transduction involved in the proliferation, activation and neuronal remodelling of microglia induced by CSDS. Csf1/Csf1r plays an important role in neurodegeneration such as demyelinating diseases and Alzheimer's disease (AD).^[^ ^75^ ^]^

The central nervous system (CNS) contains a large amount of Ngf and its receptors, which are involved in neuronal survival, differentiation, proliferation, neuronal plasticity and cognition.^[^ ^76^, ^77^, ^78^ ^]^ Stress leads to changes in Ngf levels in the CNS, increasing susceptibility to diseases associated with mood disorders, including the risk of depression, PTSD and schizophrenia.^[^ ^76^, ^79^ ^]^ Sorcs3 is a growth factor Vps10p domain receptor, localized in postsynaptic density, and involved in protein trafficking between intracellular vesicles and the plasma membrane.^[^ ^80^, ^81^ ^]^ It is associated with the behavioural phenotype of depression, AD and other psychiatric disorders.^[^ ^82^ ^]^ Sorcs3‐deficient mice showed deficits in hippocampal LTD behaviour, especially in the accelerated extinction of fear memory.^[^ ^81^ ^]^ Therefore, Ngf/Sorcs3 may play a potential role in CSDS‐induced synaptic dysfunction in mice.

Additionally, Nts is a key neuromodulator, related to reward, punishment processing, NREM sleep, and hedonic feeding.^[^ ^83^, ^84^ ^]^ Neurotensin plays an emotional role in the basolateral amygdala and regulates the positive and negative signal transduction of the brain in different environments.^[^ ^85^ ^]^ Amygdaloid body is relatively rich in NT immunoreactive elements and NT receptors, and it may modulate the Isocortex/HIP through the ligand‐receptor pair of Nts‐Ntsr2 (Figure 5C,D).

To further determine the potential role of Nts in the stress response, we first examined the expression of Nts in the AMY region after CSDS Immunofluorescence staining showed that SUS mice displayed fluorescence signal of Nts was significantly reduced in both the BLA and CeA regions compared to CON mice (*p* < 0.05, and *p* < 0.01, respectively). Nts was also reduced in RES compared to CON mice (BLA: *p* < 0.001; CeA: *p* < 0.001). These results are consistent with the reduced Nts signalling we observed in the CSDS mouse model (Figure 6A–C). The potential role and mechanisms of Nts signaling in the amygdala following CSDS deserve further exploration.

**FIGURE 6:**
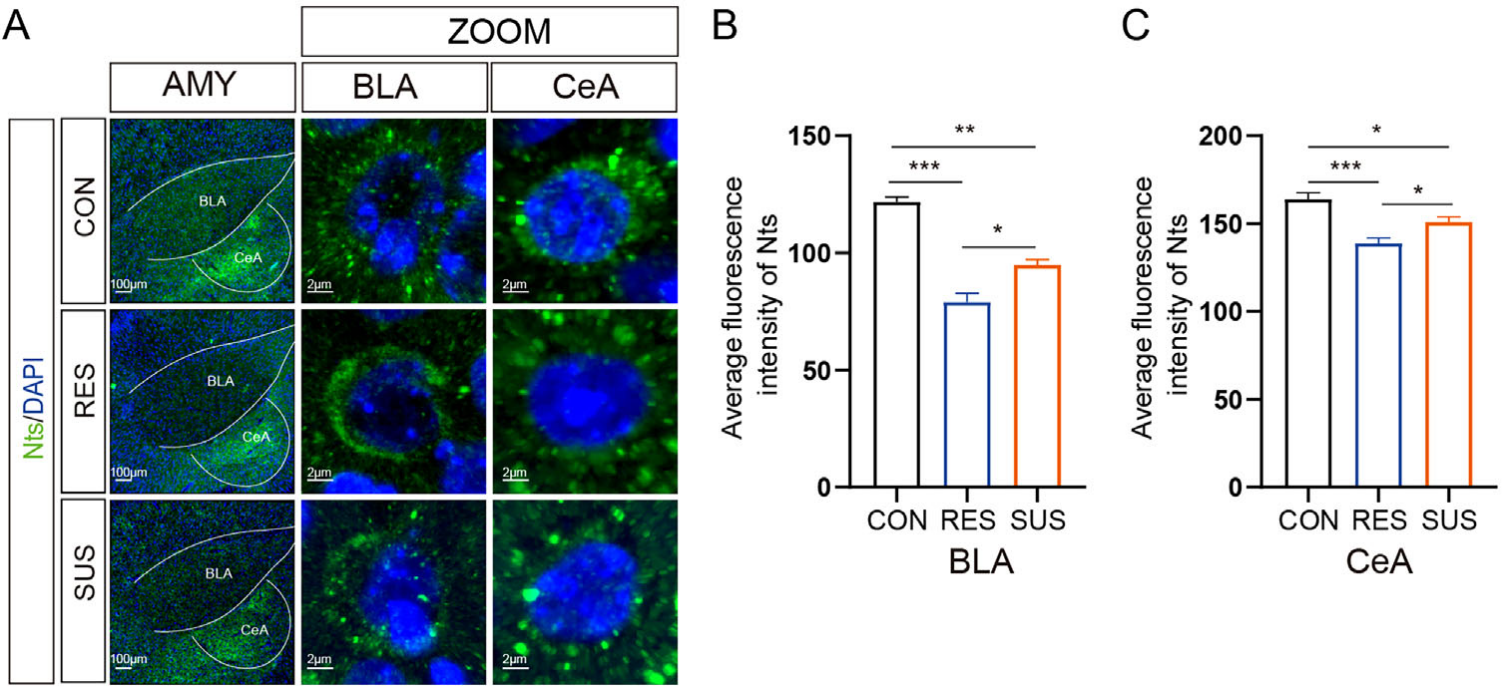
Nts was differentially expressed in AMY exposure to chronic stress. A, Representative image of CON, RES, and SUS mRNA by immunofluorescence (IF). The distribution of fluorescence expression of BLA and CeA Nts gene expression by IF after social defeat. Scale bars: 100 and 2 μm. B–C, Immunofluorescence intensity for Nts was measured. Nts (green, Alexa Fluor 488). *n* = 3 animals per group. Mean ± SEM. *p < 0.05, **p < 0.01; ***p < 0.001 (one‐way ANOVA).

In sum, we analyzed the receiving or sending signals according to spatial annotation of brain regions and identified several potential neural circuits between the Isocortex and the HIP or AMY regions, which provide clues for the treatment of depression.

## 4 CONCLUSION

In this study, we used the 10× Genomics Visium platform to perform spatial transcriptome analysis of stress‐induced gene expression pattern in the brain in CSDS mice, which provide spatial information to identify comprehensively transcriptional characteristics throughout multiple brain regions of stress‐induced depression in mice.

To study transcriptional changes across brain regions, we visualized gene synchronicity between brain regions using RRHO, and the results displayed a significant overlap between multiple brain regions with downregulated genes in CSDS‐stressed mice, showing strong changes in the gene synchronicity between the Isocortex, AMY, and HIP brain regions with each other, exhibiting consistent downregulation. Furthermore, we used SPOTlight to infer the differences in cell types between CSDS and CON mice, and found that neurons and glial cells have different susceptibility across various brain regions.

A salient feature of our study was the comprehensive analysis of the gene networks of multiple brain regions in SUS and RES mice, overcoming the independence of genes in previous studies. We analyzed eight cortical brain regions and identified the expression profiles of specific brain regions associated with depression induced by CSDS. The SynGO enrichment analysis further revealed that compared with RES, SUS synaptic disorders mainly occurred in Isocortex, HIP, AMY brain regions, and genes involved in synaptic functions were altered at the transcriptional level. Synaptic pathways such as process in the presynapse and postsynapse were altered by CSDS, and trans‐synaptic signalling and synapse organization were significantly enriched mainly in Isocortex and HIP. These changes in synaptic structure and function disrupted neuronal plasticity in brain circuits that control emotion and cognition.

Finally, we investigated the communication between the brain regions of Iscortex, HIP, and AMY in response to CSDS. These data analysis could predict the signal transduction such as Adcyap1‐Adcyap1r1, Bdnf‐Socs2, and Nts‐Ntsr2 that play important roles in the development of CSDS‐induced depression‐like behaviour. We defined the receiving or sending signals according to spatial annotation of brain regions, and identified the potential spatial signal transmission between specific brain regions, which can reflect the long‐distance communication between neurons for determining new neural circuits.

In conclusion, we revealed anatomical location information and spatial gene expression patterns in CSDS model using the spatial transcriptome. This work offers new insights and approaches to explore the heterogeneity of different brain regions following CSDS stress. It also provides insights into the neural mechanisms of stress‐related subregions.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

## Supporting information

Supporting Information Click here for additional data file.

Supporting Information Click here for additional data file.

## Data Availability

Raw sequencing data and annotated gene‐barcode matrix are accessible on GEO using the accession number GSE228394. Any other data associated with this work are available from the corresponding authors upon request.

# Supplementary material for: Spatial transcriptomic analysis of the mouse brain following chronic social defeat stress
**Source:** Exploration (Beijing). 2023 Oct 13;3(6):20220133. doi: 10.1002/EXP.20220133
**Supplement:** Supplementary file 1 — Supporting Information

Supporting Information

Spatial transcriptomic analysis of the mouse brain following chronic social defeat stress

**Supplementary Figures**

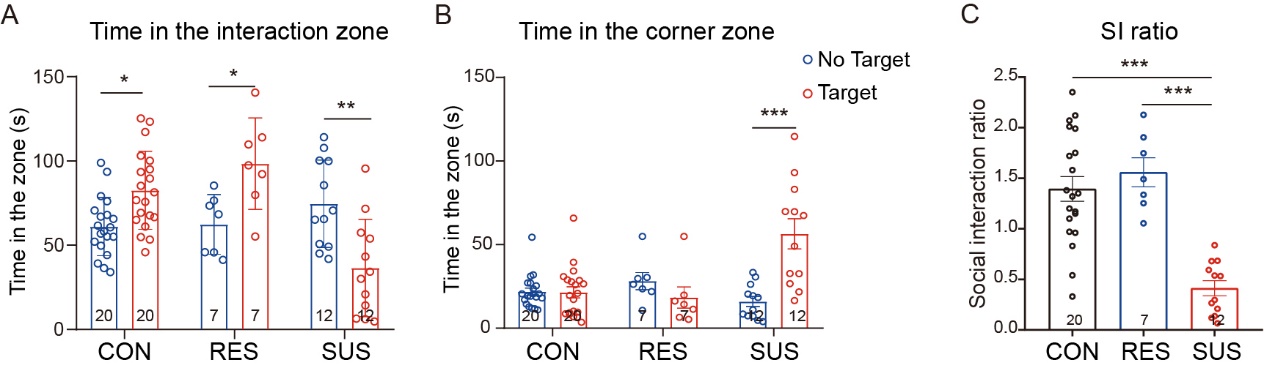

**Figure S1. CSDS-induced depression-like behaviours, Related to Figure 1.** (A, B) The levels of social interaction (A) and social avoidance (B) in CON, RES, and SUS mice respectively. The duration time in the interaction or avoidance zone without and with a CD1 mouse was analyzed. (C) Social avoidance behavior can also be expressed as a social interaction ratio. CON, control; SUS, susceptible; RES, resilient. See also Figure 1. Error bars represent means ± SEM. **p <* 0.05, ***p* < 0.01, ****p* < 0.001 (multivariate ANOVA). The number of mice is shown below each group.

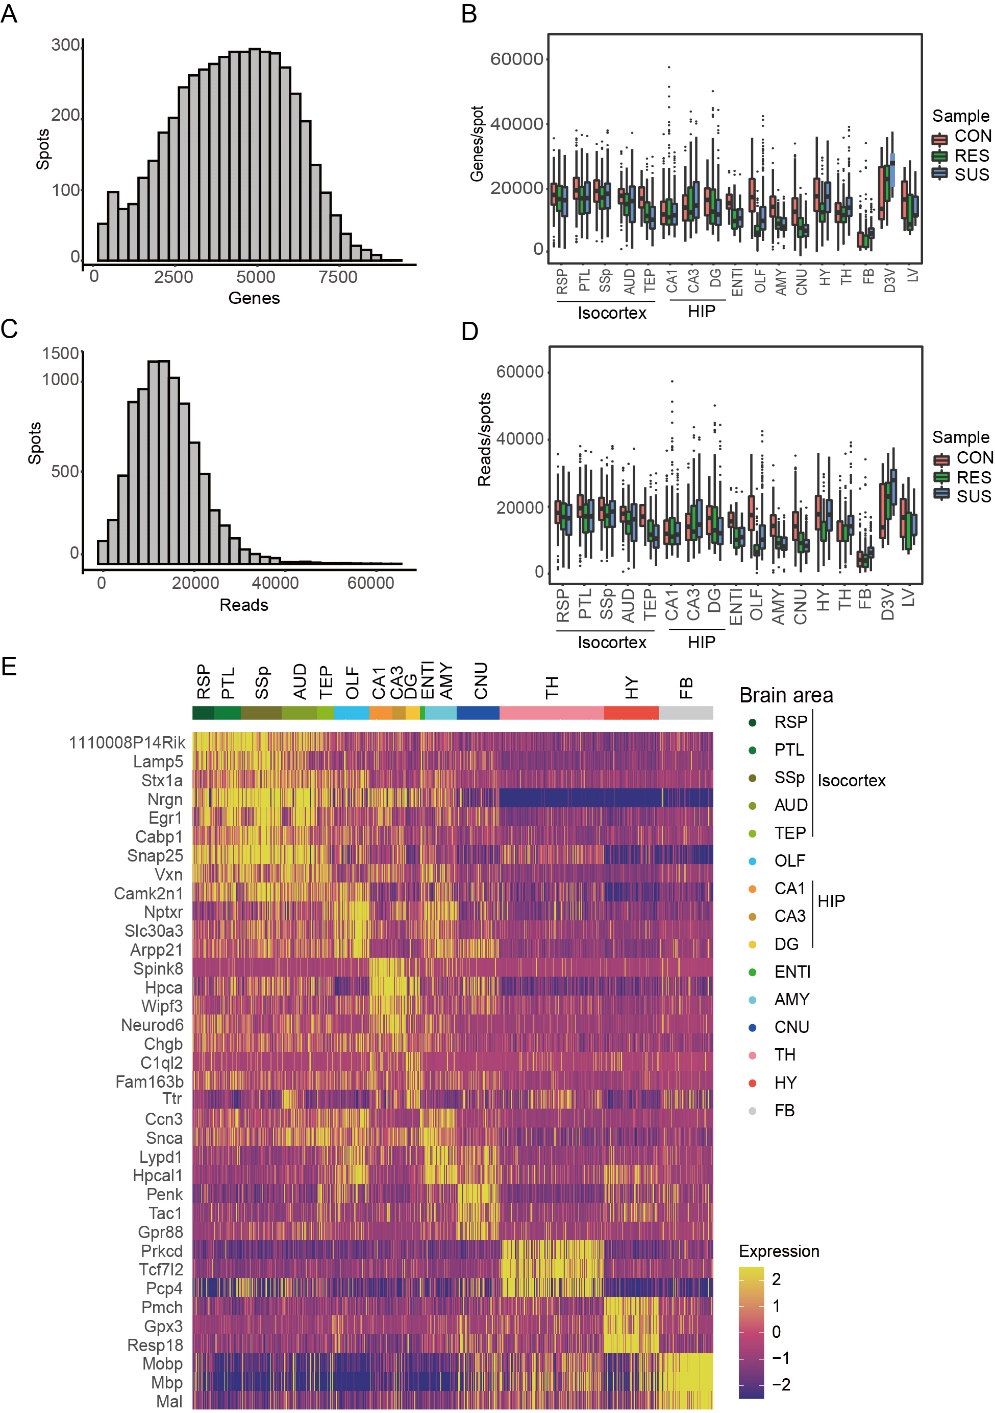

**Figure S2. Summary of sequencing data, Related to Figure 1.** (A) Distribution of the number of genes per spot. (B) Distribution of unique genes per spot in each brain region. (C) Distribution of the number of reads per spot. (D) Distribution of reads per spot, each box representing a brain region. Boxes represent the interquartile range, horizontal lines are medians. (E) Heatmap is the normalized expression of positively enriched signature genes significantly associated with each brain region.

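The number of genes per spot counts the genes with at least 1 UMI, so it rises with the depth of the spot. In the deposited table it ranges from 154 to 8496 over all spots, while the number of UMIs per spot ranges from 188 to 55182. In Isocortex of the CON section the quartiles were 4938.5 and 5872 genes per spot, and in FB 1180 and 2784. In OLF they were 4467 and 6179 in CON, 2463 and 3505 in RES, and 3120 and 4822.5 in SUS, so the quartiles of CON and RES do not overlap.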

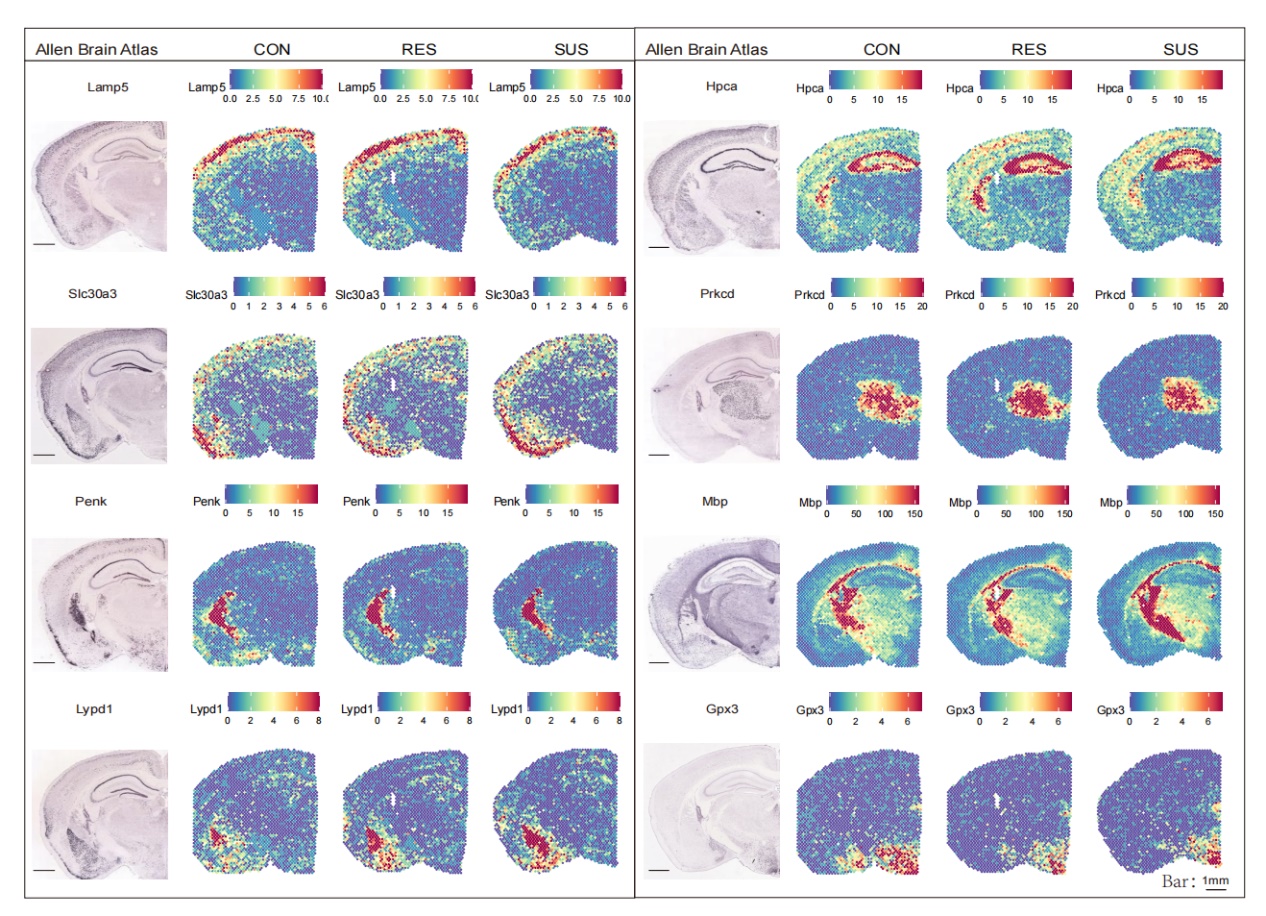

**Figure S3. Visualization of estimated proportions of spatially variable genes on several brain regions, Related to Figure 1.** (A)Marker gene expression obtained by ISH (from the Allen Brain Atlas) in left column, and the right parts are estimated proportions of genes in Brain regions. Lamp5 is a marker gene of Iscortex, Hpca for HIP, SLC30a3 for OLF, Prkcd for TH, Penk for CNU, Mbp for FB, Lypd1 for AMY, Gpx3 for HY. Scale bars represent 1 mm.

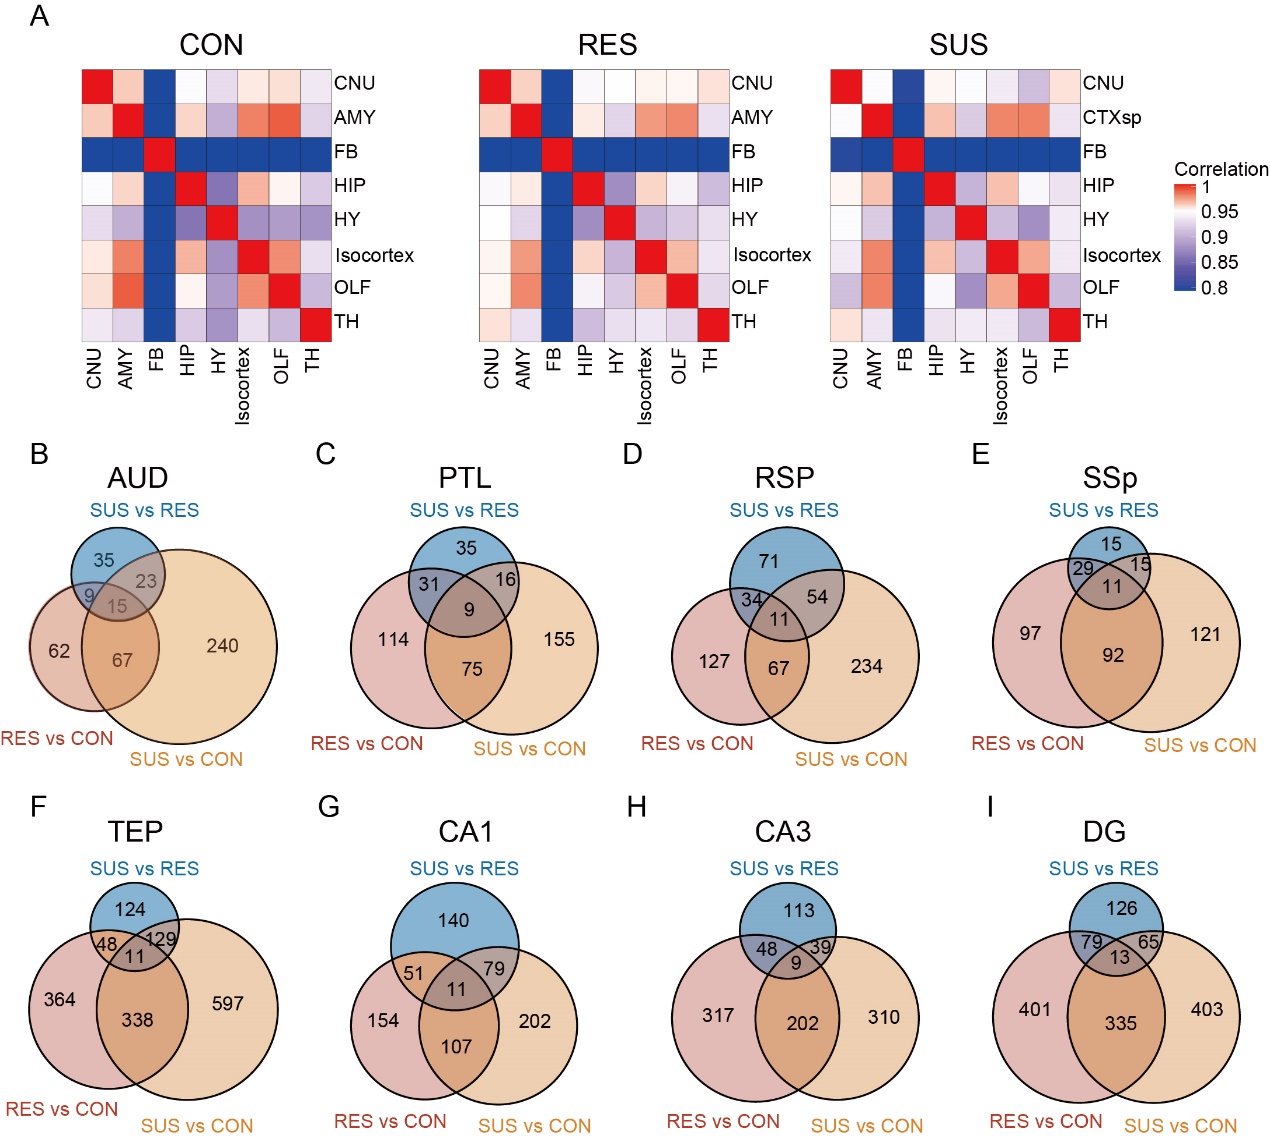

**Figure S4. Gene expression similarity across brain regions, Related to Figure 1.** (A) Gene expression similarity among brain regions in CON, RES and SUS mice. (B-F) Venn diagram showing the overlap of significantly differentially expressed genes in AUD, PTL, RSP, SSp and TEP of Isocortex. (G-I) Venn diagram showing the overlap of numbers of significant differentially expressed genes in CA1, CA3 and DG of HIP.

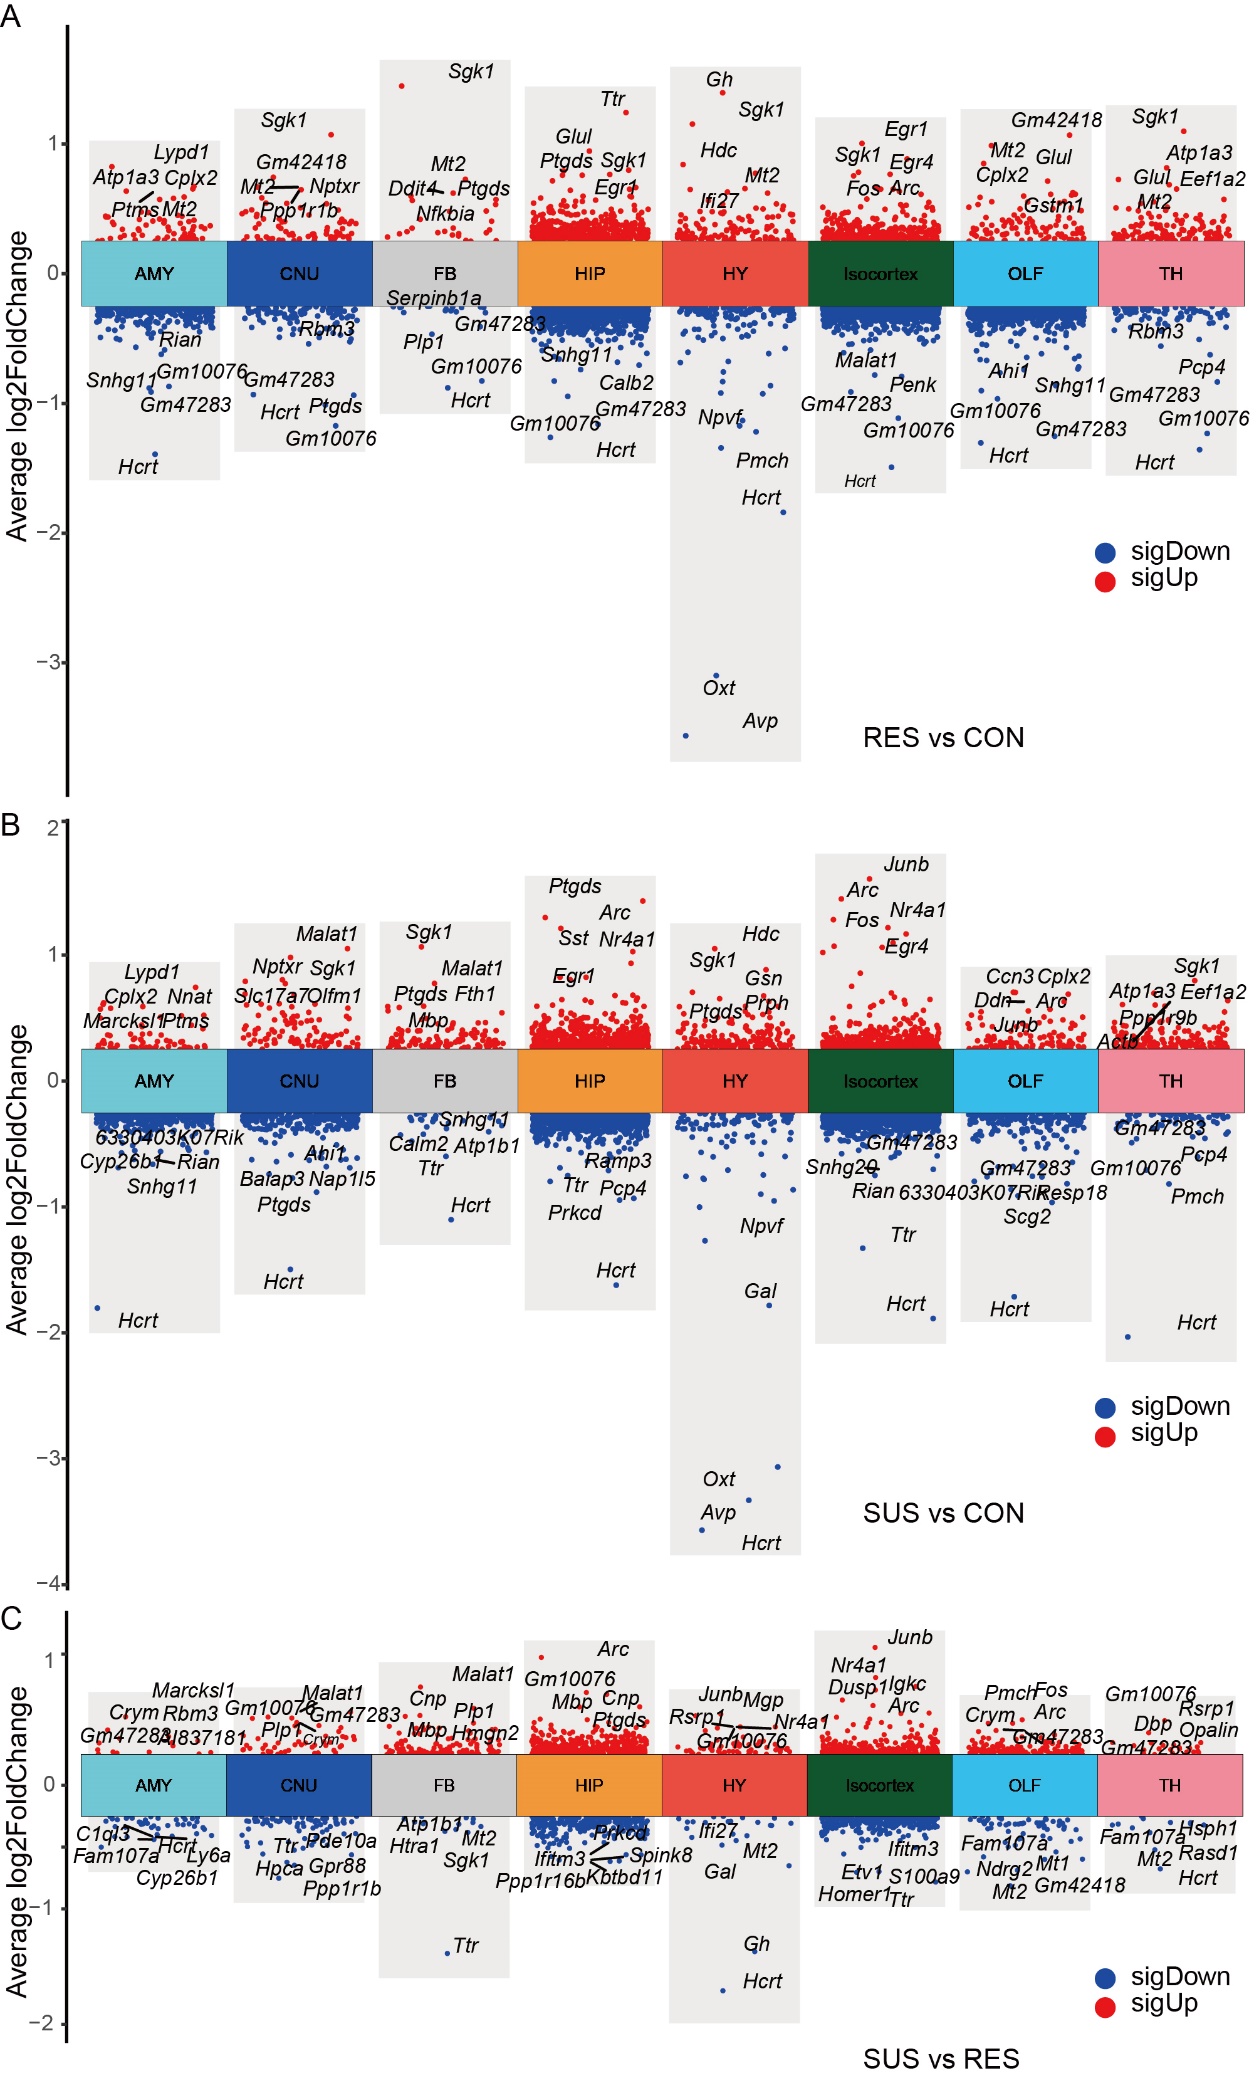

**Figure S5. Up- and down-regulated DEGs in each brain region, Related to Figure 2.** Multi volcano plot showing the fold change of genes (log2 scale) between RES and CON (A), SUS and CON (B), SUS and RES (C) mice. Significantly up-regulated genes (adjusted *p* value < 0.05 & log_2_FC > 0.25) are indicated in red, while significantly down-regulated genes (adjusted *p* value < 0.05 & log_2_FC < 0.25) are indicated in blue.

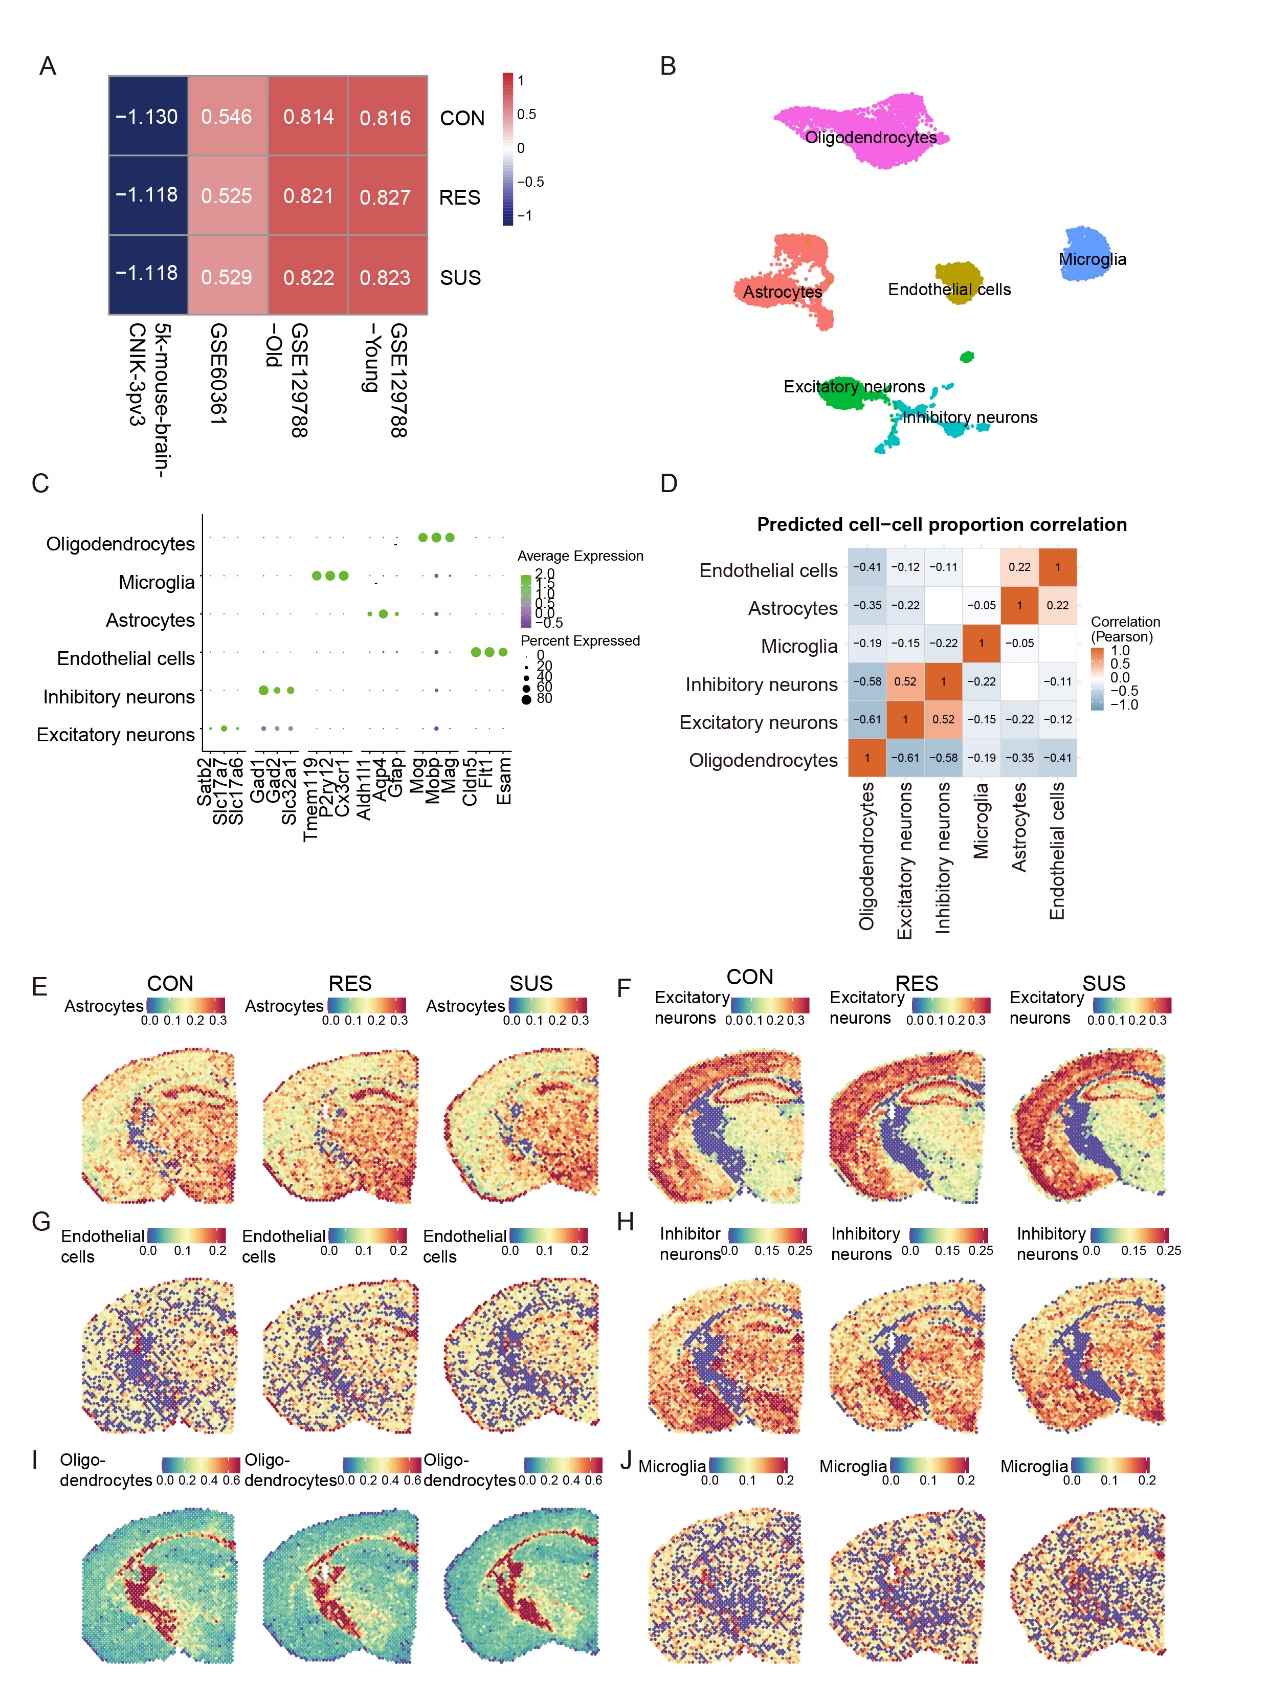

**Figure S6. Graph-based clustering of public scRNA-seq data, related to Figure 3.** (A) Transcriptome correlation between our samples (CON, RES and SUS) and public single-cell RNA-seq data (Mus musculus, C57BL/6, Brian). The scaled Pearson correlation coefficients (r) are indicated. (B) UMAP plot of six selected clusters identified in scRNA-seq data (Ximerakis et al.’s public scRNA-seq data). (C)Dot plot showing selected canonical markers for each cell type. (D) The correlation of predicted cell type proportion deconvoluted using Ximerakis et al.’s public scRNA-seq data. (E-J) Predicted cell type proportion in CON, RES, SUS mice.

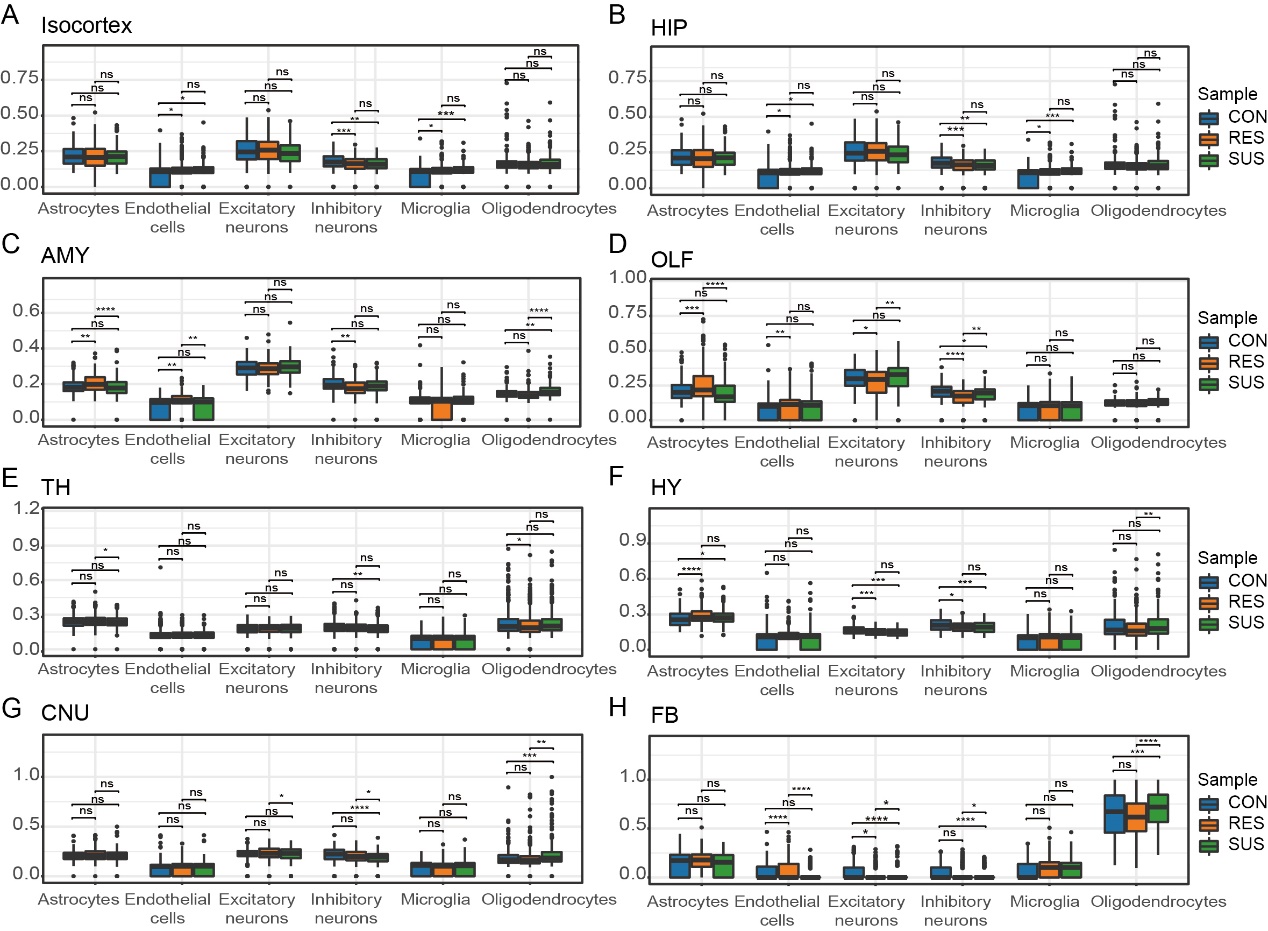

**Figure S**7. Cell type enrichment per region, Related to Figure 3. (A-H) Cell type proportion via comparison among CON, SUS and RES mice across brain regions. *p < 0.05, **p < 0.01, ***p < 0.001, ns: not significant (batch t-test and corrected by Bonferroni test).

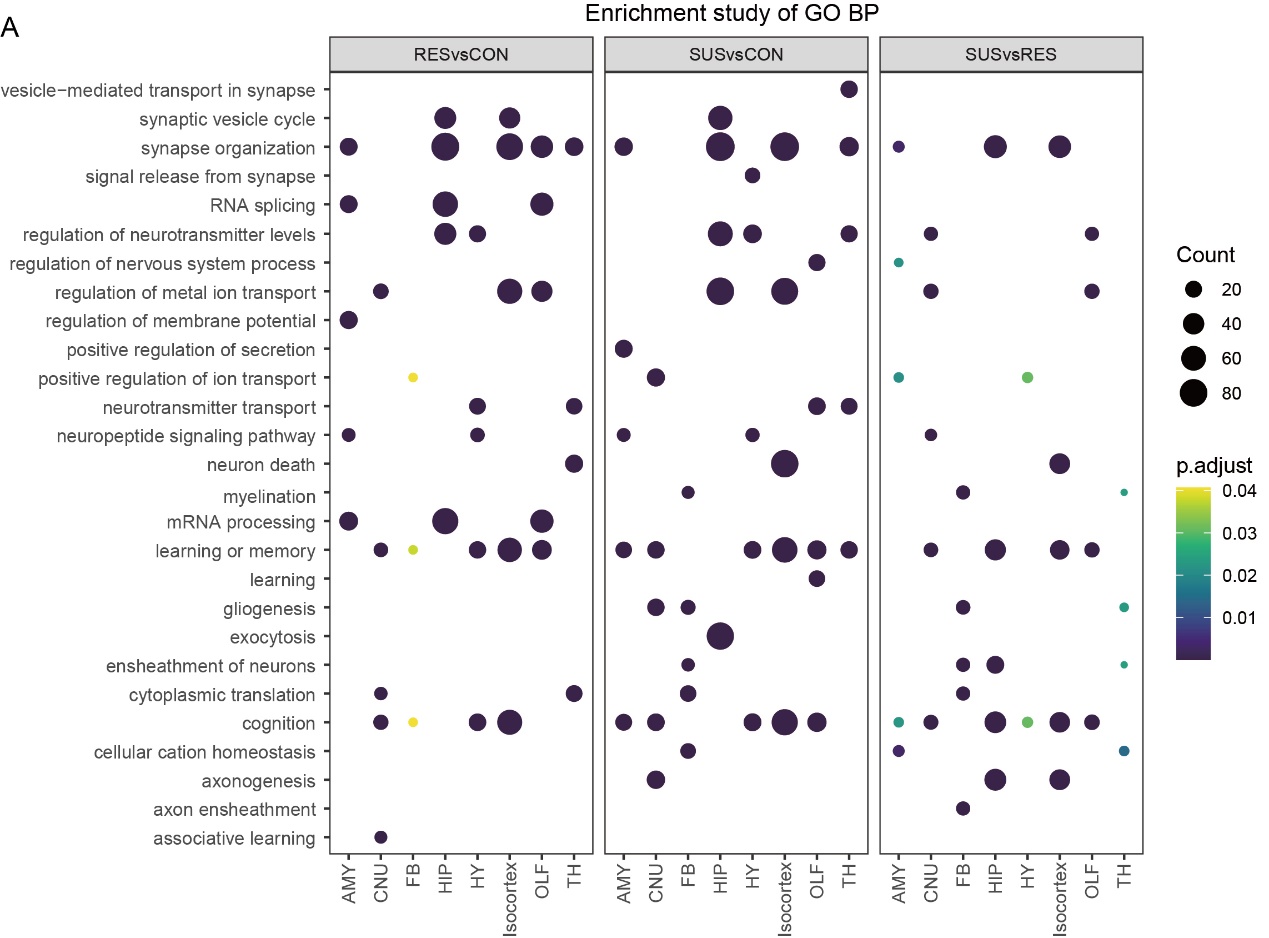

**Figure S**8. GO enrichment analysis of the DEGs identified in comparison of CSDS with control, Related to Figure 4. The bubble chart shows the top 5 representative biological process terms per region enriched in DEGs of RES vs CON, SUS vs CON and SUS vs RES cases. DEGs were assessed with the Seurat FindMarkers function with a log-fold-change threshold of 0.25. Bonferroni-adjusted p-values were used to determine significance at an FDR < 0.05. Analysis was performed using clusterProfiler. The yellow color indicates a relevantly lower significance, blue color indicates a higher significance. The size indicates the number of genes in each term.

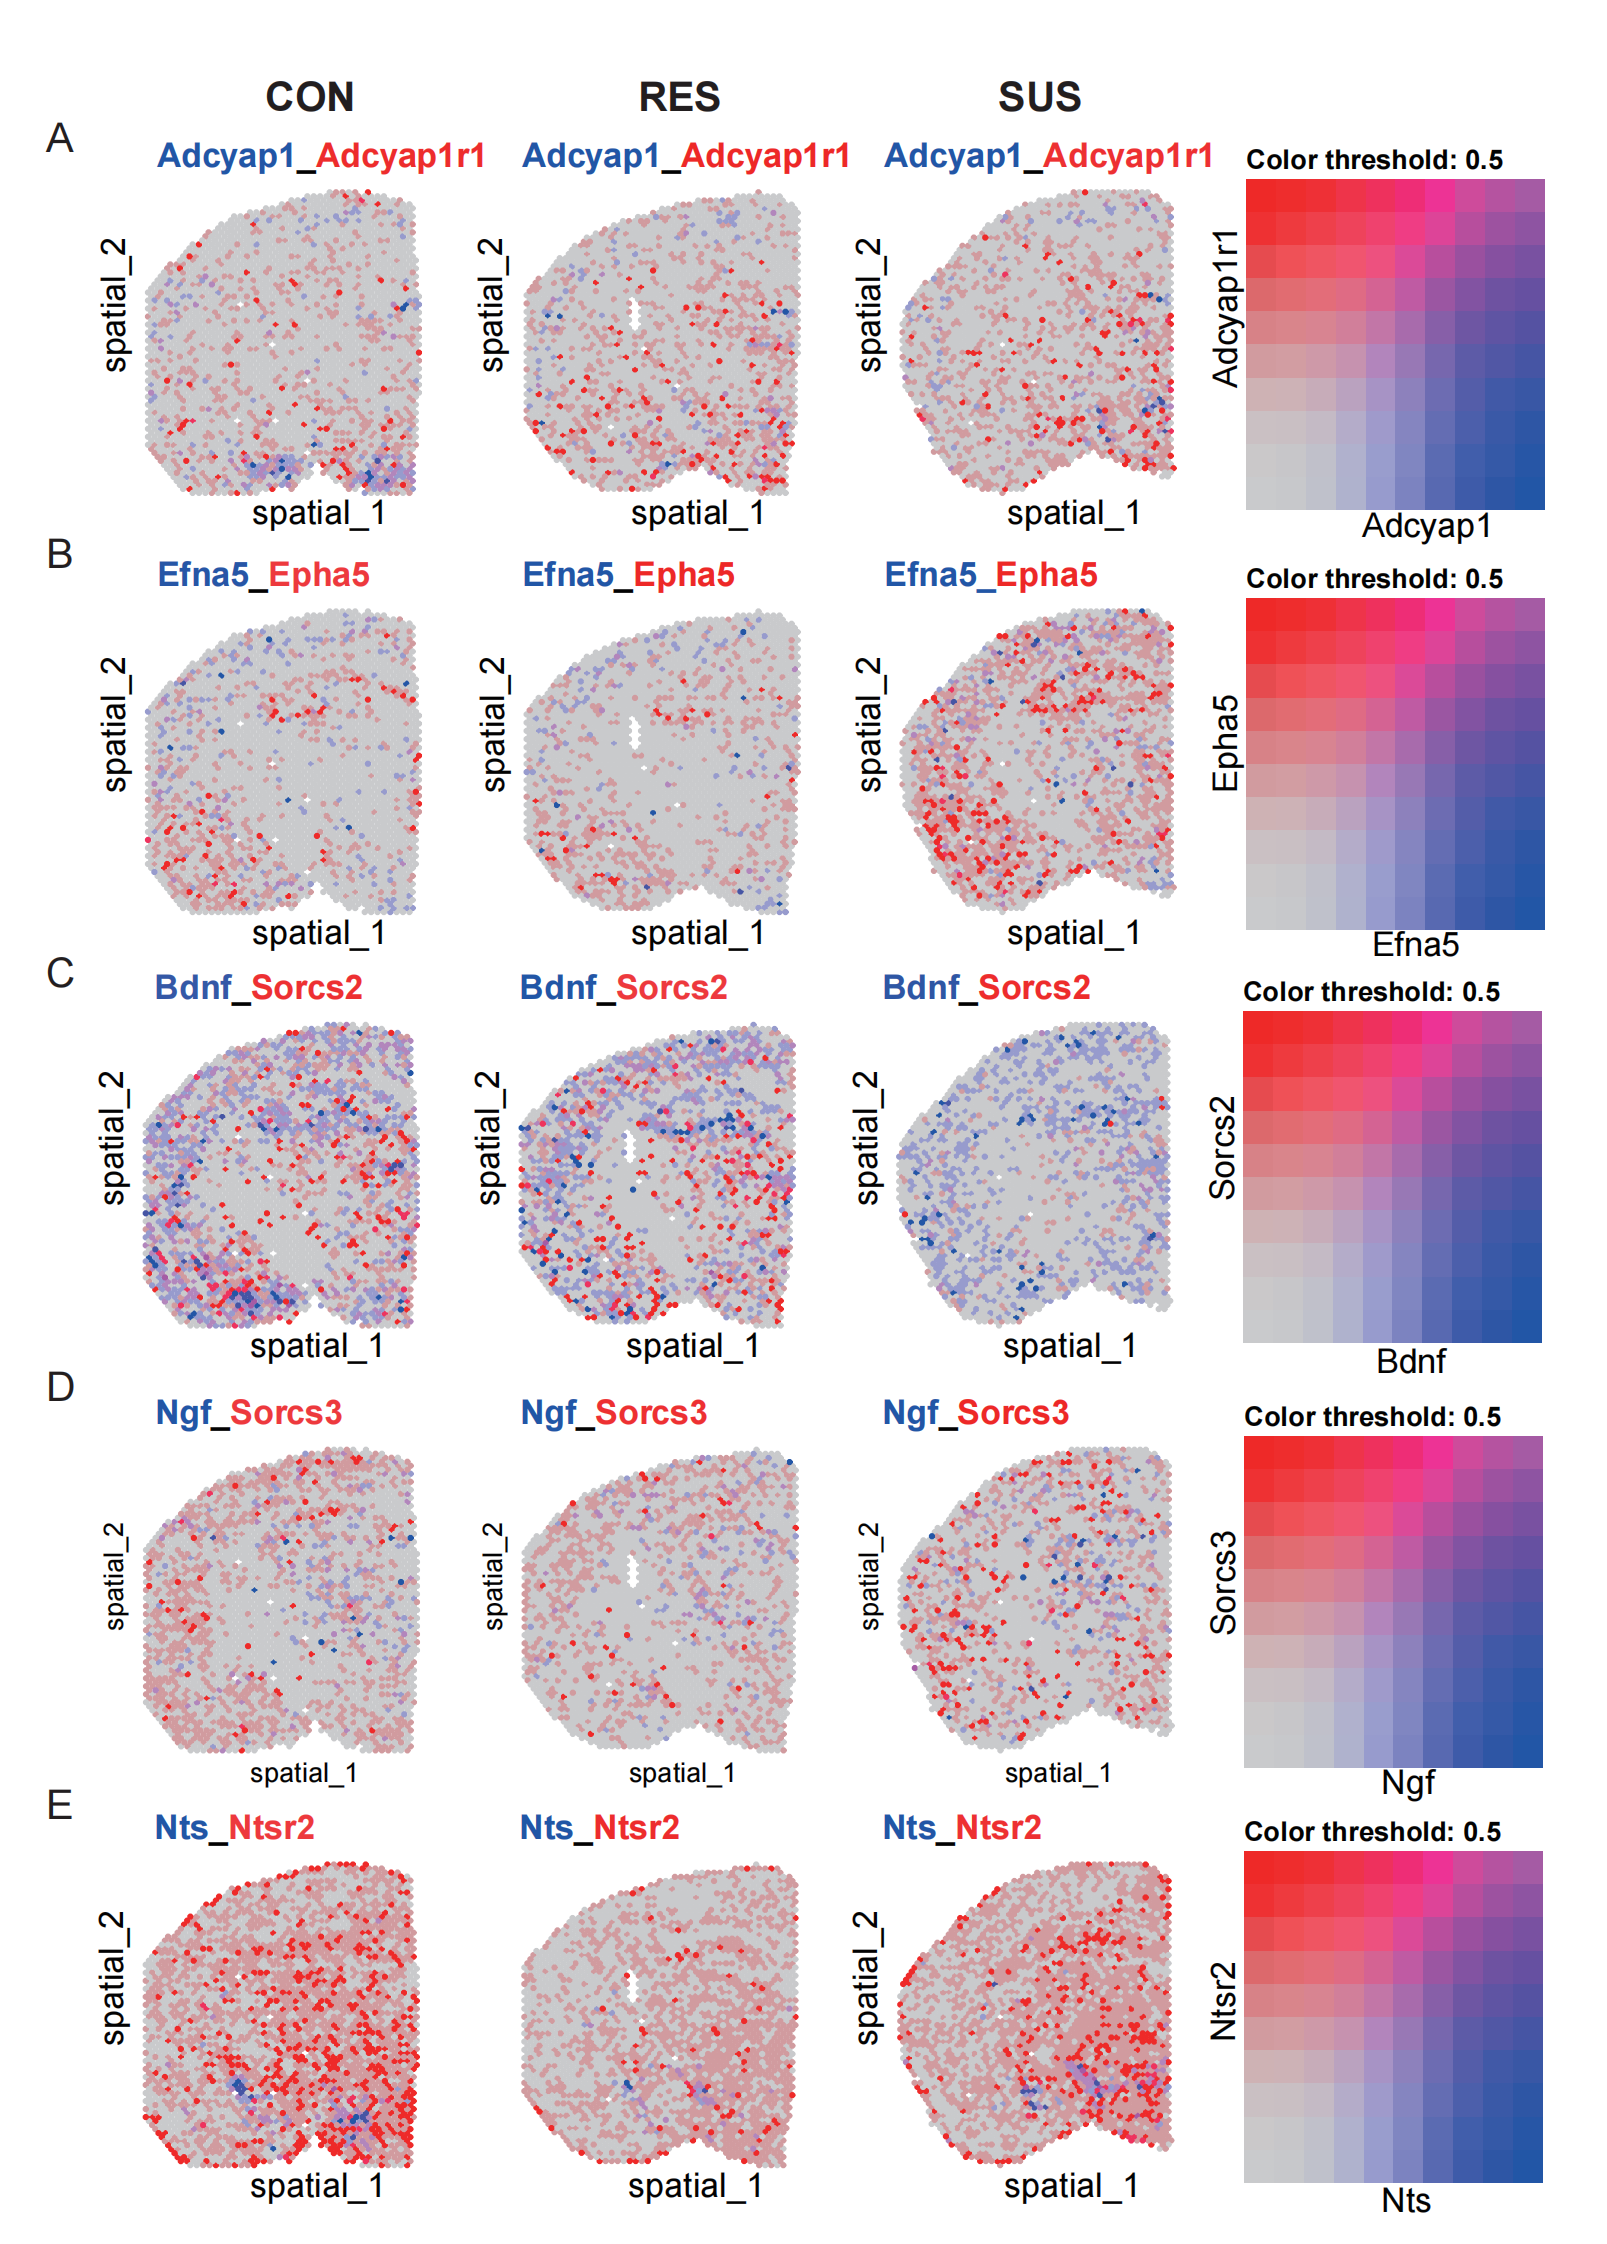

**Figure S9. (A-E)** **Spatial visualization of the expression level of a ligand-receptor pair on the sections, Related to Figure 5.**

**Supplementary Tables**

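The table counts the spots of each area in each section, with 17 areas and a total per section. All 54 values were compared with a count of the deposited area labels, where AMY is labelled CTXsp, and 54 of 54 were equal. The areas of Isocortex in the CON section are RSP with 120 spots, PTL with 138, SSp with 215, AUD with 165 and TEP with 85. TEP had 81 spots in RES and 114 in SUS.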

**Supplementary Table 1.** Spot number of each area in CSDS mice.

**Supplementary Table 2.** Value of RRHO (max–log10(p-value)) between different regions in CSDS mice.

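The table gives 1 value for each of the 28 pairs of the 8 regions, for SUS against CON and for RES against CON. Each value is the largest −log10(p-value) over all places at which the ranked gene lists of both regions are divided, so it measures how far the lists overlap and not how large the changes are. The median of the paper's values over the 28 pairs is 542 in SUS and 739 in RES. The regions behind the pairs differ in size, from 169 AMY spots to 723 Isocortex spots in the CON section.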

**Supplementary Table 3.** Cell proportion of each cell type in each spot of CON, RES and SUS mice. Each tab contains cell proportion split out by cell type, brain region (Region), Sample(CON, RES and SUS), and the fraction of cells of the specific cell type within the animal of CSDS mice.

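Each row gives a gene, the p-value of the authors' test, the average log2 fold change, the share of spots with the gene in both sections, 2 adjusted p-values and the region. The rows themselves name the comparison. In the copy used here the rows of sheet 4-1 are marked SUS against CON and those of sheet 4-2 RES against CON, and this marking was followed, which the list of contents of the tables shares. Of the regions with all their rows in the copy used here, the paper's lower genes number 467 of 523 in AMY, 324 of 401 in OLF, 331 of 450 in CNU, 82 of 168 in HIP, 54 of 132 in Isocortex and 71 of 233 in TH for SUS against CON. The UMIs per spot in SUS, as log2 of the ratio to CON, were −0.79 in AMY, −0.82 in OLF, −0.73 in CNU, −0.07 in HIP, −0.16 in Isocortex and 0.18 in TH. In Isocortex and HIP fewer than 50% of the listed genes were lower, although their median UMIs per spot were lower in SUS. For HIP the interval of the UMI ratio, 0.838 to 1.11, includes 1.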

**Supplementary Table 4.** Differential gene expression data between CSDS vs CON or SUS vs RES mice. gene name (Gene); original P value (pval); FDR-adjusted P value (padj); log fold change from young to old (log2FC); This file contains 3 worksheet tabs (4-1 for the RES vs CON mice brain, and 4-2 for the SUS vs CON mice brain, 4-3 for the SUS mice vs RES mice brain).

**Supplementary Table 5.** Summary of gene ontology analyses performed on SUS and RES mice DEGs. Hypergeometric test was applied in clusterProfiler. P values are corrected for multiple comparisons using FDR method.

**Supplementary Table 6.** List of SUS dysregulated synaptic genes, compared to RES.

**Supplementary Table 7.** Summary of SynGO enrichment analysis of dysregulation synaptic genes by CSDS (SUS vs RES).

**Supplementary Table 8.** List of the prior interaction weight of the ligand-receptor interaction (SUS vs RES).

How the deposited data were processed for this re-analysis (not part of the article)

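The study measured gene expression by 10x Genomics Visium in 3 coronal hemisphere sections of mouse brain, 1 section each from a CON, a RES and a SUS mouse, taken 1.5 h after the last CSDS exposure. The authors processed the reads with ST Pipeline, mapped them to mm10, read the counts into Seurat and removed rarely seen genes and spots below 200 UMIs. Gene expression was then normalized by the authors with SCTransform, and normalized values were not used here. The deposited table of spots holds the total count of UMIs per spot, without normalization, and the number of genes with at least 1 UMI. It also holds the percent of UMIs on mitochondrial, ribosomal protein and red blood cell genes, as the authors calculated them, and the labels of section, area and brain region. The gene lists and the total behind these percentages are not given in the sources used here. Multiplied by the deposited total of UMIs they gave a whole number, within 0.001, in 0.222% of spots for the mitochondrial percentage, so they rest on another total and are compared only as percentages. The position lists give the place of each capture spot on the slide and whether tissue covers it. Image scale factors were not used here, and counts per gene, cluster labels and UMAP coordinates were not analysed here.

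The section of each spot was taken from the label in the table, matched to the samples by their titles. Spots were joined to the position lists by section and barcode. The labels CTXsp and Hip are written AMY and HIP, as in the paper. Totals of UMIs over all retained spots were 37536349 (CON), 31196847 (RES) and 34979160 (SUS). Medians over spots have 95% order-statistic intervals from the binomial distribution, and the interval of a ratio of medians divides the lower bound of one by the upper bound of the other and the reverse. Shares of spots have exact Clopper-Pearson intervals at the same level. These intervals cover counting error within a section and no difference between animals. Because each condition has 1 section, no test between conditions was made and no p-value was calculated from spots. Adjacent spots are the 6 nearest places on the hexagonal grid, and edge spots have fewer than 6 listed neighbours. The neighbour count and the interval of the median were tested on simulated data with known answers.

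Values from the paper's supplementary tables are marked as the paper's. Tables S1 and S2 were complete. Of Table S3 the first 1999 of 8549 rows were held, of Table S4 the first 1997 of 2810 rows for SUS against CON and the first 1260 of 2947 rows for RES against CON, and no overlap or enrichment test was run on them. Genes were named where the paper's results name them. Some of the genes named there are not reported here. Hcrt, Avp and Oxt were chosen after their values in Table S4 were seen. Gene positions are from GENCODE vM21 on GRCm38, the build that mm10 denotes.

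Before the data were examined, alternatives were set for the choice of spots (at least 1000 UMIs, no edge spots, only the 8 regions kept by the paper, spots covered by tissue, 10000 to 15000 UMIs), for mean against median, for equal weight of regions, for division by the median of the section, for shares in place of numbers of spots, for wider neighbourhoods of 18 spots, and for leaving out each section. Alternatives for the red blood cell and mitochondrial percentages were added after their values were seen. A value was taken as moved when it left the interval of the main value (for numbers of spots per section, 1 SD between sections), and counts of ratios when they differed by more than 1.5 times. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.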

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

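All tests of explanations in this part were chosen after the result was seen, and none of the differences between sections was tested, because each condition has 1 section.

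The red blood cell percentage, which the paper does not report on, was higher in the SUS section than in CON. Its median over spots was 0.0154% in CON, 0.0714% in RES and 0.281% in SUS, a ratio to CON of 4.65 in RES and 18.3 in SUS. It was above 0 in 82.1% of CON spots (interval 80.6 to 83.4), 97.5% of RES spots (96.8 to 98.0) and 100% of SUS spots (99.9 to 100). Blood in a few vessels of the SUS section is argued against, because 100% of SUS spots lay above the CON median. By a stricter cut, the 95th percentile of CON spots (0.241%), 58.1% of SUS spots lay above it (56.3 to 59.9). The other SUS spots stayed within the range of most CON spots. The depth of the SUS section is also argued against, because among spots with 10000 to 15000 UMIs the ratio was 15.7. Blood RNA over the whole SUS section, left in the tissue or spread during preparation, is a candidate explanation, since the lowest ratio over the 8 regions was 12.4 (AMY). The stress condition cannot be told apart from such a difference of preparation with 1 section per condition, and stays open as untested. The mean over spots, in place of the median, gave a SUS ratio of 10.4.

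UMIs per spot in the SUS section moved in opposite directions against CON in different regions, with a ratio of 1.51 in FB (interval 1.30 to 1.75) and 0.568 in OLF (0.487 to 0.680). The intervals do not overlap, and the difference was not tested. With only spots of at least 1000 UMIs the FB ratio was 1.30. Spots at the edge of the tissue are argued against, since without them the FB ratio was still 2.47 times the OLF ratio. FB labels that reach into deeper neighbouring regions in SUS are argued against, because among FB spots with 6 adjacent FB spots the ratio was 1.96 (1.61 to 2.44), from 142 CON and 99 SUS spots. The place on the section, whatever the region, may play a part. TEP, the Isocortex area farthest down the slide in each section, had a ratio of 0.605 (0.528 to 0.716), close to OLF, and its interval lies below those of the other Isocortex areas. Uneven capture across a capture area would give such a pattern, and so would a regional change of RNA content. The stress condition stays open as untested and cannot be told apart from the section, with 1 section per condition.

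The mitochondrial percentage in SUS relative to CON was higher in HY and lower in the other 7 of the 8 regions, where the ratio lay between 0.639 and 0.871. Over the whole section its median was 10.5% in CON and 8.03% in SUS. It was 1.19 times as high in HY (9.32% in CON and 11.1% in SUS) and 0.639 times as high in Isocortex (10.9% and 6.94%). This difference was not tested. The depth of the spots is argued against, as the ratio of both was 1.92 among spots with 10000 to 15000 UMIs, with HY at 1.15 and Isocortex at 0.597. In the RES section the HY ratio of 1.13 did not hold in that range of UMIs, where it was 0.993. The stress condition stays open as untested and cannot be told apart from the section with 1 section per condition.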

How the results depend on the processing

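No paired analysis was possible because each condition has 1 section. The alternatives on expression clusters, UMAP neighbourhoods and cell type proportions were not run, because cluster labels, coordinates of the embedding and proportions for every section were not analysed here. Alternatives for the red blood cell and mitochondrial percentages were chosen after seeing the data. In all, 412 values were calculated under an alternative, of which 305 stayed within the interval of the main value, 95 moved and 12 changed direction although the main interval excluded a ratio of 1. Ratios that crossed 1 from an interval that included it are counted among the moved or the unchanged values. For the moved values the cause was not tested, unless the alternative counts other spots by its construction.

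The median of 2840 spots per section became 3792 with all covered spots and 2791 with only the 8 regions. The median of 11231 UMIs per spot became 12132 as a mean, 11488 without edge spots and 10287 with the 8 regions weighted equally, and lay between 10525 and 11923 with each section left out, lowest without CON. Genes per spot, 4379, became 4281 as a mean, 4420 without edge spots, 4046 with equal weights and 4602 among spots with 10000 to 15000 UMIs, and lay between 4205 and 4527 with each section left out. The ratio of UMIs to CON, 0.779 in RES and 0.848 in SUS, stayed below 1 under every alternative run, at 0.847 and 0.945 with means and at 0.719 in RES with equal weights. The ratio of genes, 0.863 in RES and 0.907 in SUS, was 0.900 and 0.968 with means, 0.816 in RES with equal weights, and 0.986 in both among spots with 10000 to 15000 UMIs. In that range 14 of the 16 ratios of genes per spot over the 8 regions were below 1, not all of them the same ones, since TH in RES crossed from 0.979 to 1.02 and FB in SUS crossed the other way.

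Of the 16 ratios of RES or SUS to CON over the 8 regions, 14 were below 1 for UMIs and for genes. Division by the median of the section left 7 below 1 for UMIs and 7 for genes, which follows from the lower medians of the RES and SUS sections. Under this division 7 of the 16 ratios of regions and 11 of the 16 ratios of single areas crossed 1 for UMIs. Of the ratios whose main interval excluded 1, those that crossed it were, for UMIs, Isocortex (1.14 in RES, 1.06 in SUS) and, in RES, PTL (1.13), SSp (1.18) and AUD (1.14), and for genes Isocortex (1.07 in RES, 1.03 in SUS) and, in RES, PTL (1.08), SSp (1.08) and AUD (1.07). The low ratios of OLF, AMY, CNU and TEP and the high SUS ratio of FB kept their direction. Among spots with 10000 to 15000 UMIs the ratio of genes in FB, SUS over CON, changed from 1.29 to 0.975, with 17 CON and 15 SUS spots in that range. In the same range the mitochondrial ratio in HY, RES over CON, changed from 1.13 to 0.993. The largest ratio of spots between sections in a region, 1.28, did not change as a share. Adjacent spots with the same area label, 89.9%, were 84.6% over the wider neighbourhood of 18 spots and 92.8% with the areas merged into the 8 regions. The precision differed between areas. In CA3 the interval of the SUS ratio of UMIs reached from 0.751 to 1.50 and in DG from 0.538 to 1.11, so a change within these limits was not detectable.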

Differences from the paper's values

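No value computed here differed from the paper's stated value by more than 1.5 times. For spots per section the median was 2840 with an SD of 27.8, and the paper's value is 2875 with an SD of 19. For all spots the median was 11231 UMIs and 4379 genes per spot, and the paper's values are 13481 and 4499. None of the alternatives set before the data were examined moved these beyond 1.5 times the paper's value. The paper's UMI value was not reached by any alternative, and it lies above the median of each section, highest in CON at 12912. The paper's 2875 spots equal the number in no section (2881, 2828 and 2840). The cause of these differences is not known. All 54 numbers of Table S1 were equal to the counts made here, and the 8549 spots equal the paper's number of rows in Table S3.

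The paper's methods remove spots below 200 UMIs, and the deposited table holds 1 spot below that number, in the CON section, with 188 UMIs. The axis of Fig. S2B, labelled as genes per spot, runs far beyond the highest number of genes in a deposited spot, 8496, while UMIs per spot reach 55182. The deposited labels and Table S1 name 17 areas, more than the number of regions in the paper's text. The paper's text puts its highest numbers of changed genes in Isocortex, HIP and AMY. Among the 6 regions with all their rows for SUS against CON, Isocortex (132) and HIP (168) have the fewest listed genes. The legend of Table S4 names the first sheet as RES against CON and the second as SUS against CON, while the rows and the list of contents name them the other way round. The rows were followed for every value of Table S4 printed here.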

Other observations

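All tests in this part were chosen after the result was seen, and the values of Tables S2 and S4 are the paper's. Across regions or pairs of regions no p-value is given, since regions of the same sections are not independent replicates.

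In the paper's Table S4 for SUS against CON, the share of listed genes that are lower in SUS was 89.3% in AMY, 80.8% in OLF, 73.6% in CNU, 48.8% in HIP, 40.9% in Isocortex and 30.5% in TH, over the 6 regions with all their rows. The ratio of UMIs per spot to CON in these regions was 0.578, 0.568, 0.604, 0.955, 0.897 and 1.13. Pearson's r between share and ratio was −0.963 and Spearman's rho −0.886. The number of listed genes went with the distance of the log2 ratio from 0, with r 0.945 and rho 0.771, and less with the UMI ratio itself, with rho −0.60. In RES against CON the paper's share of lower genes was 31.8% in Isocortex, 47.8% in HIP and 89.4% in AMY, where the ratios were 0.887, 0.875 and 0.631. A candidate explanation is a depth difference left after the authors' normalization, which the r of −0.963 goes with. The stress condition cannot be told apart from it with 1 section per condition, since a loss of RNA in these regions would lower both, and stays open as untested. Gene counts normalized in another way would be needed, and were not analysed here.

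For RRHO between regions in SUS against CON, the paper's values tended to be higher for pairs with closer UMI ratios, with exceptions. The pair with the closest ratios, HIP and HY, had the paper's value of 424, and HIP and OLF, with distant ratios, had 739. Across the 28 pairs, rho between the RRHO value and the distance of the log2 UMI ratios was −0.70, and 0.0918% of the 40320 ways to assign the ratios to the 8 regions gave a rho as low. This percentage describes these sections and is not a p-value. Without FB, rho was −0.567 over 21 pairs. A likeness of the depth ratios may therefore add to the RRHO values in SUS (rho −0.70). Pairs such as HIP and HY show that it is not the whole of the pattern. In RES against CON, likeness as the whole cause is argued against, because the 6 pairs of OLF with regions other than FB, the most distant of the pairs without FB at 0.84 to 1.42 apart on the log2 scale, all have the paper's values at the top, the lowest 739, while the closest pair of all, FB and TH, has 529. There rho was −0.12 over the 28 pairs, with 22.5% of the orders as low, and −0.25 without FB. A part in RES stays open, because 20 of the 21 pairs without FB lie at the top of the RRHO scale and cannot be ranked. With the sum of the log2 UMI ratios in place of their distance, rho was −0.29 in SUS and −0.11 in RES, and without FB −0.13 and 0.396, so 8 relations were calculated in all. In SUS 13 of the 28 pairs lie at the top of the scale too, which limits the rho.

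Hcrt, the hypothalamic peptide gene of hypocretin, is listed as lower in SUS than CON in 7 of 7 regions of the paper's Table S4 used here, with log2 fold changes from −3.59 in HY to −1.61 in CNU. It lies on chromosome 11 of GRCm38 from 100761069 to 100762931. The paper's table gives Hcrt in 99.7% of CON and 45.2% of SUS spots of HY, and in 96.0% and 17.4% of Isocortex spots. Avp and Oxt, also hypothalamic peptide genes, are listed as lower in 7 of 7 regions, Avp in 40.8% of CON and 1.7% of SUS spots of Isocortex. Pmch, another hypothalamic peptide gene, did not follow them throughout. It is listed as lower in 3 of the 7 regions, HIP, Isocortex and TH, with HY held only in part, and in these it was still found in 68.5% to 80.1% of SUS spots. In the part held for RES against CON, Hcrt is also lower in AMY, HIP, Isocortex and OLF, by the paper's log2 fold changes of −1.41 to −1.23. Avp and Oxt are lower in RES in the same regions. Pmch is lower in RES in AMY (−0.40), HIP (−0.26) and Isocortex (−0.30), and was still found in 67.9% to 71% of RES spots there. Every row used here has its smaller adjusted p-value, the FDR, below the paper's cut. For Pmch in HIP the larger adjusted p-value of the authors' test was 0.114 in SUS and 0.514 in RES. The depth of the spots is argued against, because in TH, where SUS spots hold more UMIs than CON spots, the paper's log2 fold change of Hcrt was −2.03. Hypothalamic RNA spread over the CON section is a candidate explanation, since the lowest share of CON spots with Hcrt in a listed region outside HY was 90.7% (HIP). Whether HY itself differs by the stress condition or the plane of the section cannot be told apart with 1 section per condition, and stays open as untested.

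Nts lies on chromosome 10 of GRCm38 from 102481756 to 102490486. In AMY the paper's log2 fold change against CON is −0.47 in SUS, with Nts in 14.6% of SUS and 40.2% of CON spots, and −0.38 in RES, with 18.1% of RES spots. In SUS it is also lower in CNU (−0.78) and OLF (−0.26). All these rows have their smaller adjusted p-value, the FDR, below the paper's cut. For Nts in AMY the larger adjusted p-value of the authors' test was 1.4e-04 in SUS and 0.317 in RES. AMY, CNU and OLF are the regions in which the ratio of UMIs per spot, SUS over CON, was 0.578, 0.604 and 0.568.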
